# Single-cell multiomic analysis reveals methylome and transcriptome deviations following oocyte maturation *in vitro*

**DOI:** 10.1530/REP-25-0011

**Published:** 2025-07-10

**Authors:** Camilla Benedetti, Carlo Giaccari, Francesco Cecere, Yannick Gansemans, Gavin Kelsey, Antonio Galvão, Simon Andrews, Nima Azari-Dolatabad, Andrea Fernandez-Montoro, Osvaldo Bogado Pascottini, Tine De Coster, Filip Van Nieuwerburgh, Trudee Fair, Erik Mullaart, Krishna Chaitanya Pavani, Ann Van Soom, Katrien Smits

**Keywords:** developmental competence, mitochondria, imprinted genes, *in vivo* maturation

## Abstract

**In brief:**

*In vitro* maturation is an essential tool in reproductive technologies, though its impact on oocyte quality remains a concern. This study shows that *in vitro* maturation alters gene expression and DNA methylation in bovine oocytes compared to *in vivo* matured oocytes, potentially compromising oocyte quality and developmental competence.

**Abstract:**

*In vitro* maturation of oocytes is a routine step in assisted reproduction but is associated with lower embryo development rates compared to oocyte maturation *in vivo*. We analyzed the genomic profiles of oocytes from the same cow, either matured *in vivo* or *in vitro*, using single-cell methylome and transcriptome sequencing, along with transcriptome analysis of corresponding cumulus cells. Both the transcriptome and methylome of the oocytes matured *in vitro* were altered. Notable changes included alterations in CpG islands associated with imprinted genes, including decreased methylation levels in *MEST (PEG1), NNAT* (both implicated in large offspring syndrome), and *MIMT1*. Transcriptomic analysis of their cumulus cells highlighted impaired mitochondrial function, hypoxia responses, and cell adhesion. Our findings highlight the extent to which the maturation environment can influence key epigenetic regulators and mRNA profiles that affect oocyte quality and subsequent developmental outcomes. The data provide a valuable resource for optimizing assisted reproductive technologies.

## Introduction

During their growth and maturation within the follicular environment and their interaction with surrounding cumulus cells, oocytes acquire developmental competence, i.e. the ability to be fertilized and develop into an embryo (Eppig 1996). This competence is driven by the establishment of a specific epigenetic signature and accumulation of mRNA transcripts in the oocyte that support embryo development (Smallwood & Kelsey 2012). Immature oocytes from most species can resume meiosis once separated from their follicle environment and cultured within supportive culture media (Edwards 1965). *In vitro* maturation (IVM) is thus utilized for treating infertility in patients with polycystic ovarian syndrome, preserving fertility in cancer patients, and enhancing livestock breeding programs (Krisher 2022). However, IVM-derived oocytes show lower developmental competence, with reduced blastocyst rates (around 40%) compared to *in vivo*-matured (IVO) oocytes (around 60%, Rizos *et al.* 2002, Shani *et al.* 2023), and the mechanisms behind this decreased quality remain unresolved despite considerable investigation.

High-throughput technologies, such as RNA-seq, have been employed to determine the effect of the maturation environment on the cumulus–oocyte complex (COC). Initial studies in mice focused on the transcriptome of cumulus cells following IVM and IVO, concluding that cumulus cells fail to fully support oocyte maturation *in vitro* (Kind *et al.* 2013). More recent transcriptomic analyses in humans and bovines have identified a distinct messenger RNA (mRNA) signature in metaphase II (MII) oocytes compared to immature oocytes (Llonch *et al.* 2021, Latorraca *et al.* 2024), despite earlier indications that oocytes are transcriptionally silenced during maturation (Fair *et al.* 1996, Hyttel *et al.* 1997). It is likely that these discrepancies reflect dynamic changes in mRNA processing, storage, and degradation during maturation and ultimately the accessibility of mRNA during the isolation process (Pasternak *et al.* 2016, Cheng *et al.* 2022, Fair & Lonergan 2023). In mice and humans, transcriptome analysis showed that the expression of genes involved in mitochondrial, transcription, and cell cycle pathways was upregulated in IVM oocytes compared to those matured *in vivo* (Jones *et al.* 2008, Gao *et al.* 2017). However, these studies used pooled samples, potentially masking individual differences between oocytes. Equally important, the maturation environment may also alter the epigenetic landscape of oocytes. DNA methylation is the predominant epigenetic modification explored to understand problems derived from artificial reproductive technologies in humans and animals. It appears that various approaches to obtain mature oocytes exert a minimal effect on the DNA methylation profile (Saenz-de-Juano *et al.* 2019), but recent evidence suggests that the IVM condition, which is at present still suboptimal, may lead to changes in the oocyte epigenome (Ye *et al.* 2020). Therefore, analyzing the DNA methylation patterns of IVO oocytes may provide crucial insights into epigenetic anomalies observed in oocytes compromised by IVM procedures.

During postnatal growth, mammalian oocytes in meiotic arrest undergo *de novo* DNA methylation, which targets specific sequences, including differentially methylated regions (DMRs) of imprinted genes, defining their unique DNA methylation landscape (Smallwood & Kelsey 2012). In MII oocytes, the global DNA methylation level is predominantly intermediate, but quantitative differences were observed among species (Kobayashi *et al.* 2012, Smallwood & Kelsey 2012, Ivanova *et al.* 2020). Species-specific differences are present in the expression of *de novo* methyltransferase (DNMT) enzymes and zinc-finger proteins, which are crucial for maintaining DNA methylation at imprinted genes. In this regard, bovine oocytes mirror human gametes more closely than murine (Ivanova *et al.* 2020). In addition, the timing of embryonic genome activation in human embryos is also more similar to bovine than mouse (Sirard 2012). This activation could depend on or be associated with the process of maternal mRNA storage and degradation during oocyte growth and maturation (Cheng *et al.* 2022, Wu *et al.* 2023). In light of these observations, the cow represents a suitable animal model for humans to study epigenetic reprogramming and transcription occurring during oocyte maturation, particularly as the collection of IVO and IVM oocytes can be performed on the same animal, allowing for the individual donor effect to be taken into consideration during analysis.

The main objective of this study was to unravel the underlying molecular differences between *in vitro* and IVO bovine COCs. We used single-cell multi-omics analysis to evaluate the dynamics of gene regulation at the DNA methylation level and gene expression at the level of the mRNA transcriptome in MII oocytes following IVM or IVO from the same donor cows. Moreover, we performed transcriptome analysis on the corresponding cumulus cells to evaluate the effect of the maturation environment on the interaction between the somatic compartment and the oocytes. These results provide an important resource for a greater understanding of how IVM impacts oocyte competence and guide the optimization of protocols to enhance oocyte development and improve outcomes in both clinical settings and animal breeding programs.

## Materials and methods

### Animals

All experimental work at Coöperatie Rundveeverbetering (CRV) dairy breeding center was conducted under the Nederlandse Voedsel- en Warenautoriteit approval (license number 218336), with the permission of the Ethical Committee of the Faculty of Veterinary Medicine of Ghent University (EC 2020-082). Four non-lactating and non-pregnant Holstein heifers (15–18 months of age) were kept at the farm facilities at the CRV breeding center. The heifers were housed in group pens with ample space to move freely and had continuous access to clean drinking water. Their diet consisted of a balanced ration tailored to meet their nutritional needs, with regular veterinary check-ups to monitor their health and welfare. Animals were used for obtaining IVO COCs and collecting immature COCs through the ovum pick-up (OPU) procedure. The collection of IVO and IVM oocytes from the same cows was performed 30 ± 2 days apart. Animals were used between September 2021 and March 2022.

### Collection of IVO and VV bovine COCs

The experimental design is summarized in Fig. 1. Animals were synchronized using an intravaginal progesterone-releasing device (CIDR, Zoetis, Belgium). Eight days later, the device was removed, and heifers received 2 mL (0.5 mg) of prostaglandin (PG; Cyclix, Virbac, France). Estrus (=day 0) was confirmed 2 days later by ultrasound. To induce ovulation, 2.5 mL (10 μg) of gonadotropin-releasing hormone (GnRH, Receptal, Intervet, Germany) was injected on day 8 of the estrous cycle. From day 10, animals were superovulated with 180 mg of follicle-stimulating hormone (FSH, Folltropin, Vetoquinol, Canada) administered twice daily for 4 days in decreasing doses. On day 12, animals received 3 mL (0.75 mg) of PG, and the luteinizing hormone surge was induced with 2.5 mL GnRH administered 40 h after PG injection. Follicles ≥8 mm in diameter were aspirated 24 h after GnRH injection, using an 18-gauge needle. A 15–20 mL/min aspiration vacuum pressure was used due to the presence of expanded and sticky cumulus cells characteristic of oocyte maturation. Before follicle aspiration, the OPU tubing system was rinsed with polyvinylpyrrolidone (PVP) medium (0.3% PVP (PVP-360; Sigma, Belgium) in Ca- and Mg-free PBS + 10 IU/mL heparin (Sigma)). The follicular content was collected in a 50 mL conical tube, and COCs were recovered under a stereomicroscope and stored in EmXcell medium without BSA (IMV-Technologies, France) until the end of the collection procedure. After aspiration, COCs were collected under a stereomicroscope, and cumulus expansion was evaluated using a previously described scoring method (Downs 1989, Raes *et al.* 2023), where oocytes scoring 0–2 (poor expansion) were assigned to the VV group, and those scoring 3–4 (partial or full expansion) were included in the IVO group. Oocytes with evident cumulus expansion (IVO) were immediately denuded, whereas oocytes with poor cumulus expansion were submitted to IVM for 22 h (VV group) at 38.5°C in 5% CO2 in humidified air, in groups (based on the cow of origin), in maturation medium with 500 μL bicarbonate-buffered TCM199 medium supplemented with gentamicin (50 mg/L) and epidermal growth factor (20 μg/mL). To assess maturation status, IVO and VV COCs were denuded individually in 0.1% hyaluronidase (Sigma) in PVP medium for approximately 2 min and by pipetting with a STRIPPER pipette holder and a 135 μm capillary (Origio, Cooper Surgical, US) until all cumulus cells were removed from the oocyte. Denuded oocytes were classified as mature or immature oocytes based on the presence or absence of the polar body, respectively. Mature IVO oocytes (*n* = 29) and VV oocytes (*n* = 27) were washed individually three times in PVP medium, treated with pronase to dissolve the zona pellucida (0.1% protease from S. griseus in TCM-199), and immediately stored in 5 μL of Buffer RLT (Qiagen, Germany) at −80°C until further use. Cumulus cells from IVO COCs were collected and pooled based on the cow of origin and immediately stored in a lysis buffer for further analysis.

**Figure 1:**
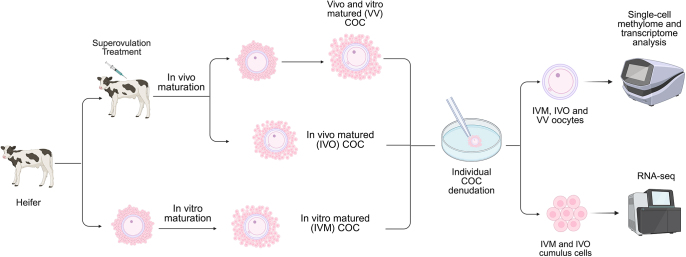
Visual representation of the experimental flow. Description of data: Heifers (four animals in total) were used to collect both IVO cumulus–oocyte complexes (COCs) and immature COCs subjected to IVM for 22 h. IVM and IVO oocytes were individually denuded from the cumulus cells to evaluate the maturation status, confirmed by the presence of the polar body. IVM, IVO, and VV oocytes were stored individually for further single-cell methylome and transcriptome analysis. Cumulus cells from mature oocytes were pooled and stored for further RNA analysis. Created with BioRender.com.

### Collection of IVM bovine COCs

Animals received GnRH (Receptal, Intervet, Germany) injection 8 days after estrus, and aspiration of follicles ≤8 mm was performed through an OPU procedure 4 days later. After aspiration, immature COCs (IVM group) were collected under a stereomicroscope and underwent IVM as described above. After 22 h, COCs were denuded, and mature oocytes (*n* = 36) with their respective cumulus cells were processed and stored as described in the previous paragraph.

### DNA and RNA isolation for single-cell bovine MII oocyte analysis

DNA and RNA from individual oocytes were separated using the G&T protocol described by Angermueller *et al.* (2016). Briefly, we used magnetic beads (MyOne C1, Life Technologies) annealed to Smart-seq2 oligo-dTs to capture polyadenylated mRNA from the single oocyte lysate. DNA from the remaining lysate was transferred to a separate tube, while the magnetic beads were washed three times in a solution containing 1×FSS buffer (Superscript II, Invitrogen, UK), 10 mM DTT, 0.005% Tween-20 (Sigma), and 0.4 U/μL of RNAsin (Promega, UK) to remove DNA residues. The washing solutions were combined with the DNA tube to maximize recovery. The mRNA attached to the magnetic beads was immediately processed for cDNA conversion by resuspending the beads in a 10 μL reverse transcriptase mastermix (100 U SuperScript II (Invitrogen), 10 U RNAsin (Promega), 1 × Superscript II First-Strand Buffer, 5 mM DTT (Invitrogen), 1 M betaine (Sigma), 9 mM MgCl2 (Invitrogen), 1 μM template-switching oligo (TSO, Eurogentec, UK), and 1 mM dNTP mix (Roche, UK)). After reverse transcription and amplification by PCR, the resulting product was purified using AMPure XP beads and eluted in 20 μL of water.

### Construction of scBS-seq libraries

The scBS-seq libraries were constructed following the protocol outlined previously (Clark *et al.* 2017). Briefly, DNA extracted from lysed cells was purified using a 0.9:1 ratio of AMPure XP beads (Beckman Coulter, UK) and eluted in 10 μL of water. Subsequently, single-cell DNA underwent bisulfite conversion using the EZ Methylation Direct Kit (Zymo, UK) as per the manufacturer’s guidelines. First-strand synthesis encompassed five rounds: initially, bisulfite-treated DNA was combined with 40 μL of first-strand synthesis master mix (1 × Blue Buffer (Enzymatics, UK), 0.4 mM dNTP mix (Roche), 0.4 μM 6NF oligo (IDT)), heated, and cooled before adding 50 U of Klenow exo–, followed by 37°C incubation. This process iterated four more times with an increased reaction mixture, concluding with a 90 min incubation. Exonuclease digestion ensued by introducing 20 U of exonuclease I (NEB) in a 100 μL volume at 37°C for 1 h. The resultant samples underwent purification using AMPure XP beads with a 0.8:1 ratio. Subsequently, a second-strand master mix (1× Blue Buffer (Enzymatics), 0.4 mM dNTP mix (Roche), 0.4 μM 6NF oligo (IDT)) was combined with the beads and processed through a heating–cooling cycle before adding 50 U of Klenow exo- and incubating at 37°C. The resulting samples underwent further purification with a 0.8:1 ratio of AMPure XP beads. Libraries were amplified using a 50 μL PCR master mix (1× KAPA HiFi ReadyMix, 0.2 μM PE1.0 primer, 0.2 μM iTAG index primer). Amplification involved an initial step at 95°C for 2 min, followed by 14 cycles of 80 s at 94°C, 30 s at 65°C, and 30 s at 72°C, concluding with an extension of 3 min at 72°C. The scBS-seq libraries were purified using a 0.7:1 ratio of AMPure XP beads and eluted in 15 μL of water. Pooled libraries were sequenced, with 48-library pools sequenced on an Illumina HiSeq 2,500 platform, generating an average of 13.0 million paired-end reads with a read length of 75 bp.

### Construction of scRNA-seq libraries

The mRNA attached to the magnetic beads was immediately processed for cDNA conversion by resuspending the beads in a 10 μL reverse transcriptase mastermix (100 U SuperScript II (Invitrogen), 10 U RNAsin (Promega), 1 × Superscript II First-Strand Buffer, 5 mM DTT (Invitrogen), 1 M betaine (Sigma), 9 mM MgCl2 (Invitrogen), 1 μM template-switching oligo (TSO, Eurogentec), and 1 mM dNTP mix (Roche)). The mRNA mixture underwent reverse transcription through a series of incubation steps: 60 min at 42°C, followed by 30 min at 50°C, and then 10 min at 42°C. The resulting cDNA was amplified by adding 11 μL of 2× KAPA HiFi HotStart ReadyMix and 1 μL of ISPCR primer (2 μM). The amplification process consisted of an initial step at 98°C for 3 min, followed by 15 cycles of 98°C for 15 s, 67°C for 20 s, and 72°C for 6 min, with a final extension at 72°C for 5 min. After reverse transcription and amplification by PCR, the resulting product was purified using AMPure XP beads and eluted in 20 μL of water. Libraries were created from 100 to 400 pg cDNA using the Nextera XT Kit (Illumina, UK) following the manufacturer’s instructions, albeit with one-fifth volumes. Finally, a pool of all 88 single-cell RNA-seq libraries was sequenced on an Illumina NextSeq platform, averaging a depth of 4.2 million reads, employing paired-end 75 bp read-length settings.

### Total RNA extraction and transcriptome analysis of cumulus cell samples

Total RNA was extracted from nine CC samples (four from IVO, five from IVM COCs) using the RNeasy Micro Kit (Qiagen) according to the manufacturer’s instructions. The RNA samples underwent quality and concentration assessments using an RNA 6000 Pico Chip (Agilent Technologies, USA) and a Quant-iT RiboGreen RNA Assay Kit (Life Technologies, USA), respectively. Following quality control checks for total RNA (evaluating RNA quantity and RIN value), four CC samples from the IVO group and three from the IVM group were used for further analysis. For each sample, a sequencing library was constructed using a SMART-seq3 protocol. This technology targets the 5′ end of the original mRNA. It incorporates an 11-base tag, followed by an 8-base unique molecular identifier (UMI) and two additional A/T at the 5′ end of the main R1 read, allowing identification of PCR duplicates and elimination of amplification bias. The libraries were pooled equimolarly, spiked with 20% PhiX, and sequenced as paired-end 76 on a NextSeq 500 device (Illumina). UMI, tag, and spacer were removed from the raw sequencing reads using UMI-tools (v1.1.4) (Smith *et al.* 2017). Adapter trimming was done using Cutadapt (v4.4) (Martin 2011), with added filtering of reads containing ambiguities or not passing the Phred score threshold of 20. Trimmed reads were mapped on the cow genome (UMD3.1.1) using the splice-aware STAR (v2.7.10a) mapper (Dobin *et al.* 2013). UMI-based deduplication of mapped reads was done with UMI-tools (v1.1.4). Feature counting at the gene and transcript isoform level was done using rsem-calculate-expression (RSEM v1.3.3) (Li & Dewey 2011). Data processing was done in R (v4.2.2) using the edgeR (v3.38.4) package for differential gene expression analysis (Chen *et al.* 2016).

### Processing of scRNA data

We processed a total of 88 libraries, adapting and quality-trimming them using Trim Galore version 0.4.4 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore) for sequences with a Phred score of less than 20. In addition, one negative control was sequenced to detect any technical issues. High-quality reads were aligned to the bovine reference genome (UMD3.1.1) using HiSat2 version 2.1.0 in single-end mode. The sequencing data were quantified with SeqMonk and subsequently analyzed in RStudio. After filtering out the genes not covered and the samples with low coverage, we used the 79 remaining cells (IVM = 32, IVO = 27, and VV = 20) to perform the differential expression analysis using the DESeq2 pipeline (Love *et al.* 2014). To delete any bovine-specific effect in the differentially expressed genes (DEGs), we put inside the DESeq model also the factor that identifies the bovine from which the oocytes were kept. We imported the list of DEGs into the STRING database (Jensen *et al.* 2009) and conducted cluster analysis using the ‘k-mean clustering’ option with the ‘number of clusters’, where the edges between clusters were depicted as dotted lines. To investigate the biological processes involving these proteins, we utilized gprofiler2 (Kolberg *et al.* 2020) with default settings. Gene ontology analysis was performed using ShinyGO 0.77 as previously described.

### Processing of scBS-seq data

A total of 46 (IVO = 20, IVM = 26) scBS-seq libraries were processed for analysis. The initial six base pairs, which included the N portion of the random primers, adapters, and low-quality bases (Phred score <20), were trimmed using Trim Galore version 0.4.4 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore) in single-end mode. High-quality reads were aligned to the bovine reference genome (UMD3.1.1) using Bismark version 0.18.2 (Krueger & Andrews 2011) in single-end and nondirectional mode, followed by deduplication and methylation calling through Bismark functions. MII scBS-seq libraries with insufficient mapping efficiency or a low number of covered CpGs were excluded from the analysis. In addition, samples with potential somatic DNA contamination, identified by an X-chromosome CpG island mean methylation above 12.5%, were removed (Castillo-Fernandez *et al.* 2020). The bisulfite methylation pipeline in SeqMonk was used to calculate the methylation profile for each feature. To assess global methylation differences between IVM and IVO MII oocytes, we calculated 100-CpG tiles using SeqMonk. CGI was downloaded from the UCSC Genome Browser. Gene body, promoter regions (gene upstream: −1,000 to +100), and other methylation features were quantified using the bisulfite pipeline in SeqMonk. Coordinates for imprinted gDMRs were built manually by referencing the gene locations provided at (http://www.geneimprint.com/). Gene ontology analysis was performed with ShinyGO 0.77, as previously described.

## Results

### *In vitro* maturation induces alterations in oocyte transcriptome and methylome, indicative of compromised oocyte maturation

To examine the impact of IVM on global gene expression and DNA methylation in oocytes, we utilized single-cell methylome and transcriptome sequencing (scM&T-seq) (Angermueller *et al.* 2016). 

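In scM&T-seq, the polyadenylated mRNA and the genomic DNA of the same oocyte are separated and sequenced as an RNA and a bisulfite library. Single-cell RNA-seq libraries of 36 IVM and 29 IVO oocytes, collected from 4 heifers, were sequenced. IVM oocytes had been cultured for 22 h, whereas IVO oocytes were collected mature from heifers stimulated with 180 mg of FSH. The authors trimmed the reads, aligned them to UMD3.1.1 with HISAT2 and quantified genes in SeqMonk. The deposited values cover 7022 genes and were scaled by the authors to the same upper quartile in each library, then rounded to whole numbers. The 75th percentile was 61 in every library used, from which the scaling was read, as the paper's text does not describe it. Values were present for 32 IVM and 26 IVO oocytes, whereas the paper reports 32 and 27 oocytes without naming those left out. Library 18, titled as in vivo but named as in vitro, was taken as IVM, as in Supplementary Table 1. According to that table, the IVM libraries held between 179869 and 2399516 reads, with a median of 742828. The IVO libraries held between 17154 and 2237582 reads, with a median of 466014.5. A median of 4785.5 genes per IVM oocyte and 4375.5 genes per IVO oocyte had a value above 0. The lowest value above 0 had a median of 1.5 in IVO and reached 61 in the shallowest IVO libraries, so low values in these libraries were coarse. The number of reads behind each value is unknown. Differences between groups were computed as the log2 ratio of the group means after adding 1 to each, over the 3800 genes with a mean value of at least 10 across all libraries. The table lists genes by a number and does not pair them with gene names, so no gene is named. The paper's DESeq2 model took oocytes as replicates with the cow as a factor. The cow of each oocyte was not known here, so each group was treated as 1 sample and no test was made.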

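For the scBS-seq libraries, bisulfite treatment converts unmethylated cytosines, so that the percentage of methylated CpG calls can be read per genomic window. The authors trimmed the reads, aligned them to UMD3.1.1 with Bismark, removed duplicates and called methylation. They deposited the percentage of methylated CpGs for 41322 windows in 26 IVM and 20 IVO oocytes, without pooling oocytes. The windows had a median length of 32871 bp, with a range of 37 to 1131106 bp. The deposited table is named for windows of 20 CpGs, whereas the text describes tiles of 100 CpGs. The number of CpG calls behind each percentage is unknown, so no interval was computed for a window. A mean of 23955 windows (SD 7500, n = 26) was measured per IVM oocyte and 21151 windows (SD 7776, n = 20) per IVO oocyte, with a range of 6570 to 32759. In Supplementary Table 2, the median number of uniquely aligned reads was 279144.5 in IVM and 223369.5 in IVO. IVM oocytes comprised libraries 1 to 18 and 39 to 46, whereas all IVO oocytes lay in libraries 19 to 38. Means were taken over the windows measured in each oocyte and then over oocytes, with the SD over oocytes. Because the cow of each oocyte was not known, these SDs describe the oocytes and no test between the groups was made.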

Detailed information regarding the sequencing output of single-cell RNA-seq and bisulfite sequencing (BS-seq) libraries is provided in Supplementary Tables 1 and 2 (see section on Supplementary materials given at the end of the article). Comparison of IVM (*n* = 32) and IVO (*n* = 27) oocytes collected from four heifers resulted in the identification of 56 DEGs (Padj <0.05) (Supplementary Table 3). Of these, 35 were downregulated, and 21 were upregulated in the IVM group (Fig. 2A). 

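Between the 32 IVM and 26 IVO oocytes, the absolute log2 difference had a median of 0.24 and a 90th percentile of 0.64 across the 3800 genes. In 100 simulations of unchanged groups, made after the data were seen with the spread over the oocytes of each group, the median had a mean of 0.18 (range 0.17 to 0.19) and the 90th percentile a mean of 0.52 (range 0.49 to 0.54). Both observed values exceeded the highest of these simulations, although much of their size also arises without a change. The simulated oocytes do not share a cow or a run of library numbers, so the excess is not assigned to maturation. A run here is a range of library numbers, split between 38 and 39, and not a known sequencing run. The paper describes a single pool of all RNA libraries. Oocytes of the same group also differed between library numbers 1 to 38 and 39 to 88. Between 16 and 16 IVM oocytes of these numbers the median absolute difference was 0.44, and between 19 and 7 IVO oocytes it was 0.57. The difference between IVM and IVO was thus smaller than either difference within a group, although the groups split by library number held fewer oocytes. Within libraries 1 to 38 the median absolute difference between IVM and IVO was 0.32, and within libraries 39 to 88, the alternative that moved it most, it was 0.57. The correlation across genes of the IVM and IVO differences in libraries 1 to 38 with those in libraries 39 to 88 was -0.11, where genes are not independent replicates. From its DESeq2 test with oocytes as replicates, the paper states DEGs between the groups and calls the changes of the transcriptome relatively minor.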

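Over all 3800 genes, the log2 difference of IVM from IVO had a median of -0.01, a 5th percentile of -0.69 and a 95th percentile of 0.60. Within libraries 1 to 38 these percentiles were -0.81 and 0.82, and within libraries 39 to 88 they were -1.42 and 1.62, so the larger tail was not the same in all comparisons. When the mean of log2(value + 1) over oocytes was compared instead, the median was 0.15, the 5th percentile -0.57 and the 95th percentile 0.92, so that the larger tail was on the side of higher values in IVM.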

Hierarchical clustering delineated segregation of the IVM and IVO oocytes (Fig. 2B). 

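The oocyte closest to each oocyte was found by the distance over the 500 genes of highest variance among all 80 libraries, on log2(value + 1). Of 32 IVM oocytes, 23 had another IVM oocyte as the closest, a share of 71.9% (95% exact binomial interval 53.3 to 86.3%), and 9 had an IVO oocyte. Of 26 IVO oocytes, 13 had another IVO oocyte as the closest, a share of 50.0% (29.9 to 70.1%), whereas 11 had an IVM oocyte and 2 a VV oocyte. The intervals cover counting error only. These genes were selected by their variance and not by their difference between the groups, unlike the DEGs of Fig. 2B. Within libraries 39 to 88 only, the share was 16 of 16 IVM oocytes (100.0%, 79.4 to 100.0%) and 2 of 7 IVO oocytes (28.6%, 3.67 to 71.0%), and the latter interval covers the share over all IVO oocytes.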

A STRING k-mean cluster analysis indicated 15 DEGs, forming four clusters associated with i) myosin binding, ii) NADHX epimerase activity, iii) ATP-dependent chromatin remodeler activity, and iv) phosphatidylinositol-4-phosphate phosphatase activity (Supplementary Fig. 1).

**Figure 2:**
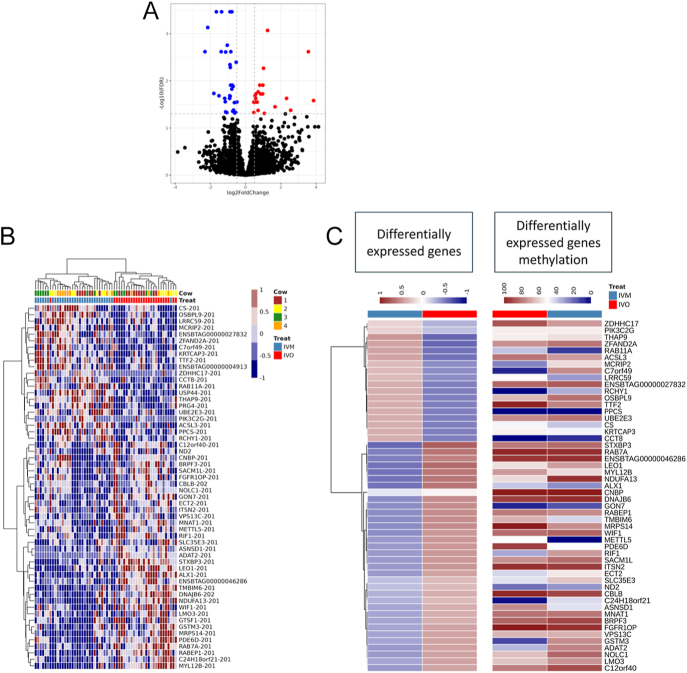
Single-cell RNA-seq analysis of MII bovine oocyte after *in vivo* (IVO) or *in vitro* (IVM) maturation. Description of data: (A) Volcano plot representing the DEGs between IVO and IVM MII oocytes. The x-axis of the graph reports the log2FC, while the y-axis represents the significance level denoted by −log10 (FDR). The dashed lines delineate the thresholds for discerning DEGs with FDR < 0.05. (B) Heatmap displaying the DEGs between IVM and IVO MII oocytes. Each column represents a distinct sample, with accompanying data denoting the corresponding cow origin. Rows represent the different genes, and hierarchical clustering delineates their segregation into two clusters corresponding to the two maturation sites (IVM and IVO). (C) Heatmap comparing the DEGs with corresponding methylation levels. Rows represent the different genes, and hierarchical clustering delineates their segregation into two clusters corresponding to the two maturation sites (IVM and IVO). The expression profile is represented as scaled FPKM.

Single-cell bisulfite sequencing (scBS-seq) indicated hypomethylation in the whole–genome profile for the IVM group relative to the IVO (Fig. 3A). 

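The mean methylation over windows was 58.9% ± 7.23 (SD, n = 26) in IVM oocytes and 61.5% ± 5.24 (SD, n = 20) in IVO oocytes. The difference of IVM from IVO, -2.65 percentage points, was smaller than the SD over oocytes in each group. Single oocytes ranged from 51.1% to 76.4% in IVM and from 55.8% to 77.4% in IVO. Oocytes with few windows measured had higher means, with a Pearson's r of -0.92 and a Spearman's rho of -0.66 between the mean and the number of windows in IVM, and r of -0.88 and rho of -0.86 in IVO. Without the 2 oocytes farthest from the median number of windows, r was -0.88 in IVM and -0.87 in IVO. By run, leaving out 2 oocytes changed r from -0.94 to -0.90 in IVM libraries 1 to 18. In IVM libraries 39 to 46 (n = 8) it changed r from -0.88 to 0.37, so the relation there rested on 2 oocytes. Oocytes are not independent animals, so no p-value is given for these relations. When each oocyte was compared with the mean of the windows it had, the difference was -2.24 percentage points. After a linear adjustment for the number of windows measured, chosen after the data were seen, it was -0.53. With only libraries of at least 100000 uniquely aligned reads, it was -3.16. IVM libraries 1 to 18 differed from IVO by -2.31 and IVM libraries 39 to 46 by -3.42 percentage points. The median over windows, the alternative that moved the difference most, gave -9.25, with an SD over oocytes of 16.7. The paper shows the methylation of tiles in Fig. 3A, analysed by a Wilcoxon signed-rank test. It reports hypomethylation of the whole-genome profile in IVM relative to IVO.

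**Figure D1:**
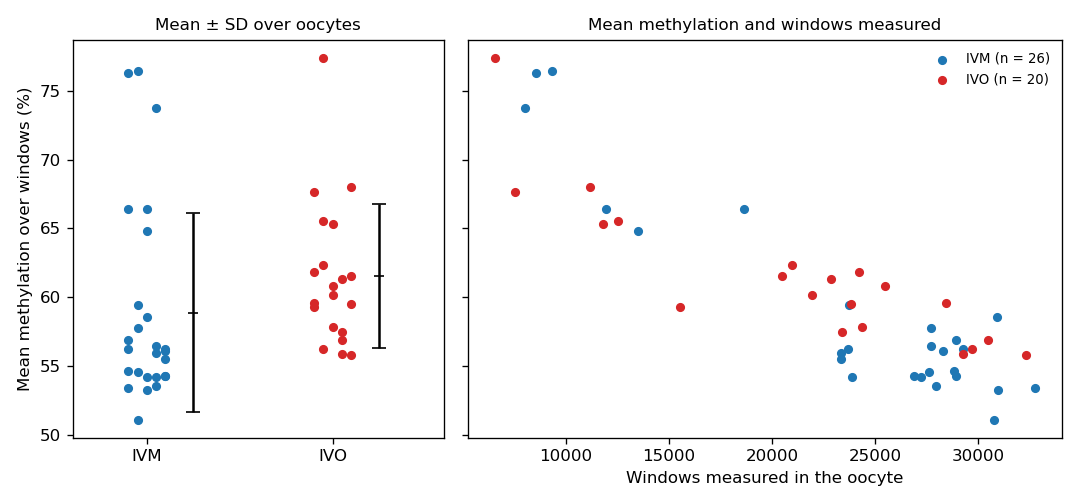
Mean methylation over windows (%) of each oocyte, by group with the mean ± SD over oocytes (left) and against the number of windows measured in that oocyte (right). Each point is 1 oocyte, with 26 IVM and 20 IVO oocytes, and the vertical axis does not start at 0. The IVO oocyte with 6570 windows lies highest, at 77.4%.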

We observed significant changes in the DNA methylation distribution in CpG islands (CGI) and gene bodies (Fig. 3B and C; Supplementary Tables 4 and 5), but no significant differences in the promoter regions (Fig. 3D; Supplementary Table 6) between IVO and IVM oocytes. The methylation distribution across DNA repeat regions, including long interspersed nuclear elements (LINEs), short interspersed nuclear elements (SINE), and long terminal repeat (LTR) sequences showed limited changes in the LINEs (Fig. 3E; Supplementary Table 7), but no significant differences in LTR (Fig. 3F; Supplementary Table 8) and SINE (Fig. 3G; Supplementary Table 9) between IVO and IVM oocytes. We further examined the hypo- and hypermethylated domains that had previously been characterized in bovine MII oocytes (Ivanova *et al.* 2020). This analysis found no difference in hypomethylated domains between IVO and IVM oocytes (Fig. 3H; Supplementary Table 10), but identified significant hypomethylation within hypermethylated domains in IVM oocytes compared to IVO oocytes (Fig. 3I; Supplementary Table 10). Moreover, only 15 of the imprinted germline DMRs (gDMRs) identified in bovines, as listed on (http://www.geneimprint.com/site/genes-by-species.Bos+taurus), were covered by the captured CpG islands (CGIs) using scBS-seq. Three maternally imprinted genes, including Mesoderm specific transcript (*MEST*), Neuronatin (*NNAT*) and MER1 repeat containing imprinted transcript 1 (*MIMT1*), had lower DNA methylation in IVM than IVO oocytes, while Small nuclear ribonucleoprotein polypeptide N (*SNRPN*) was more highly methylated in IVM than IVO oocytes (Fig. 3J; Supplementary Table 11). A high-level comparison of the overall gene expression and the gene body or promoter methylation showed similar patterns for both IVO and IVM oocytes (Fig. 4A and B). At the gene body level, we observed a trend suggesting a negative correlation between methylation and gene expression (Fig. 4A), but overall, no significant correlation was found. Similarly, there was no correlation between DEG mRNA expression and DMRs (Fig. 2C; Supplementary Table 12). GO analysis of gene body DMRs – specifically those with 80–100% hypermethylated tiles – identified between IVM and IVO oocytes revealed that ≥10% were significantly enriched in several processes, including DNA repair, macromolecule catabolic process, protein localization, enzyme inhibitor activity, and ATP binding (Fig. 4C, D, E). Conversely, analysis of gene body hypomethylated tiles (0–20%) did not identify significant differences. Overall, our analysis showed that oocytes matured *in vitro* have distinct epigenetic characteristics compared to those matured *in vivo*.

**Figure 3:**
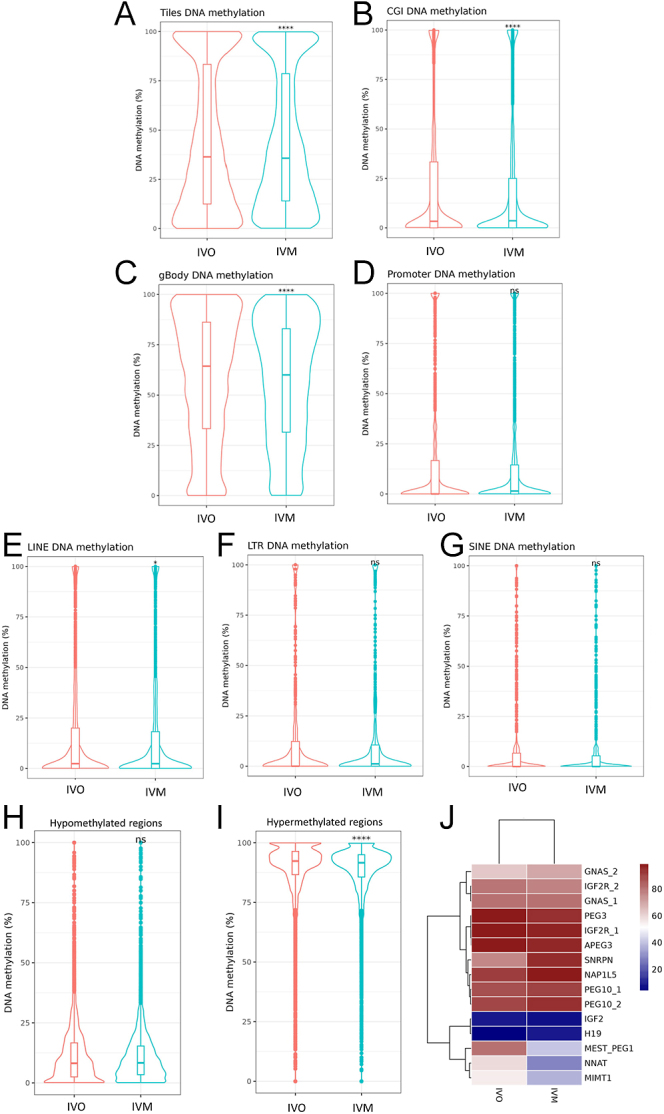
Single-cell bisulphite-seq analysis of MII bovine oocyte after *in vivo* (IVO) or *in vitro* (IVM) maturation. Description of data: (A) Violin plot displaying the percentage of DNA methylation of the whole genome divided into 100-CpG tiles. (B) Violin plot showing the mean percentage of CpG methylation at CpG islands (CGI) of MII oocytes after IVM or IVO, assessed by single-cell bisulfite and passing quality control. (C and D) Violin plots displaying the DNA methylation levels at gene bodies and promoter regions, respectively (TSS−1,000 +100). (E, F, G) Violin plots representing CpG methylation distribution across DNA repeated regions, including LINE, LTR, and SINE. (H and I) Violin plots of hypo- (H) and hyper-methylated regions (I) in IVM compared to IVO MII oocytes. (J) Heatmap displaying the imprinted germline differentially methylated regions (gDMRs) between IVM and IVO MII oocytes analyzed as average methylation between the two groups. Rows represent the different genes, and hierarchical clustering delineates their segregation into two clusters corresponding to the two maturation sites (IVM and IVO). The data shown in A–I were analyzed using Wilcoxon signed-rank test: *P* > 0.05 (ns), *P* < 0.05 (*), *P* < 0.01 (****).

**Figure 4:**
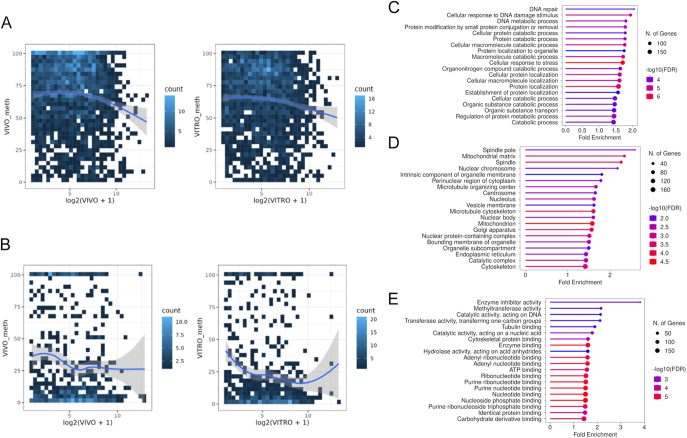
Correlation of CpG methylation and gene expression in bovine MII oocytes after *in vitro* (IVM) and *in vivo* (IVO) maturation. Description of data: (A and B) correlation of DNA methylation and gene expression of gene body (A) and promoter (B). The x-axis represents the gene expression levels, with log2 (*vitro* + 1) for IVM oocytes and log2 (*vivo* + 1) for IVO oocytes, while the y-axis represents the DNA methylation levels. (C, D, E) GO enrichment of DMRs of regions over 80% methylation. GO analysis of biological process (C), cellular component (D), and molecular function (F) were performed with ShinyGO 0.77 using the protein-coding genome as background (Ge *et al.* 2020) to identify enriched pathways (FDR < 0.05).

### *In vivo* initiation followed by *in vitro* completion of maturation affects the oocyte mRNA profile

After the IVO collection protocol, IVO COCs with no cumulus expansion (*n* = 27; from two cows) were cultured in maturation medium for 22 h. Once polar body presence was confirmed (85% maturation rate; MII oocytes = 23; four oocytes failed to mature), these MII oocytes were categorized as ‘*vivo vitro* (VV)’ and submitted to single-cell RNA-seq (scRNA-seq). 

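Single-cell RNA-seq libraries were made from 23 VV oocytes of 2 cows, and scaled values were present for 22 of them, whereas the paper reports 20. VV oocytes came from the stimulated heifers, had been cultured for a further 22 h, and were scaled with the same upper quartile as IVM and IVO oocytes. According to Supplementary Table 1, the VV libraries held between 45973 and 1353535 reads, with a median of 321153.5. Their alignment rate was 10.0 to 82.3%, with a median of 66.85%, against 84.8 to 93.4% in IVM and 30.1 to 92.9% in IVO. No VV library had an alignment rate within the range of IVM, and all VV libraries had numbers above 38. A difference between VV and IVM could therefore not be separated from the alignment rate. A median of 4432.5 genes per VV oocyte had a value above 0. The lowest value above 0 had a median of 1.5 in VV and reached 61, as in IVO. The scaled values of VV library 87, with 84163 reads, summed to 5168627, against 465828 to 612976 in the other VV libraries.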

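A principal component analysis of log2(value + 1) was made over the 500 genes of highest variance in 32 IVM, 26 IVO and 22 VV oocytes. The first component held 20.5% and the second 8.43% of the variance. On the line from the mean IVM oocyte (0) to the mean IVO oocyte (1), the VV oocytes had a mean position of 0.77 ± 0.48 (SD, n = 22). The SD of this position was 0.42 over IVM and 0.82 over IVO oocytes, so VV differed from the mean IVO oocyte on this line by less than the SD. The position was 1.07 with libraries of at least 100000 reads, 0.53 with libraries 39 to 88 and 0.54 with an alignment rate of at least 60%. The mean VV oocyte also lay away from this line. Its distance was 32.2 from the mean IVM oocyte and 30.5 from the mean IVO oocyte, whereas these were 14.1 apart. Within libraries 39 to 88, with 7 IVO oocytes, the distance was 31.4 from IVM and 30.3 from IVO, and these were 32.2 apart. On the second component, VV oocytes had a mean of -17.1 ± 9.35 (SD), IVM oocytes 9.19 ± 6.98 and IVO oocytes 3.18 ± 11.1. The second component followed the alignment rate within each group, with a Spearman's rho of 0.73 over IVM, 0.85 over IVO and 0.56 over VV oocytes. IVO oocytes of libraries 39 to 88 had a mean of -7.72 ± 11.6 (SD, n = 7) on this component and those of libraries 1 to 38 a mean of 7.20 ± 7.89 (SD, n = 19). Of 22 VV oocytes, 17 had another VV oocyte as the closest (77.3%, 95% exact binomial interval 54.6 to 92.2%), 5 an IVO oocyte and 0 an IVM oocyte (upper limit of the same interval 15.4%).

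**Figure D2:**
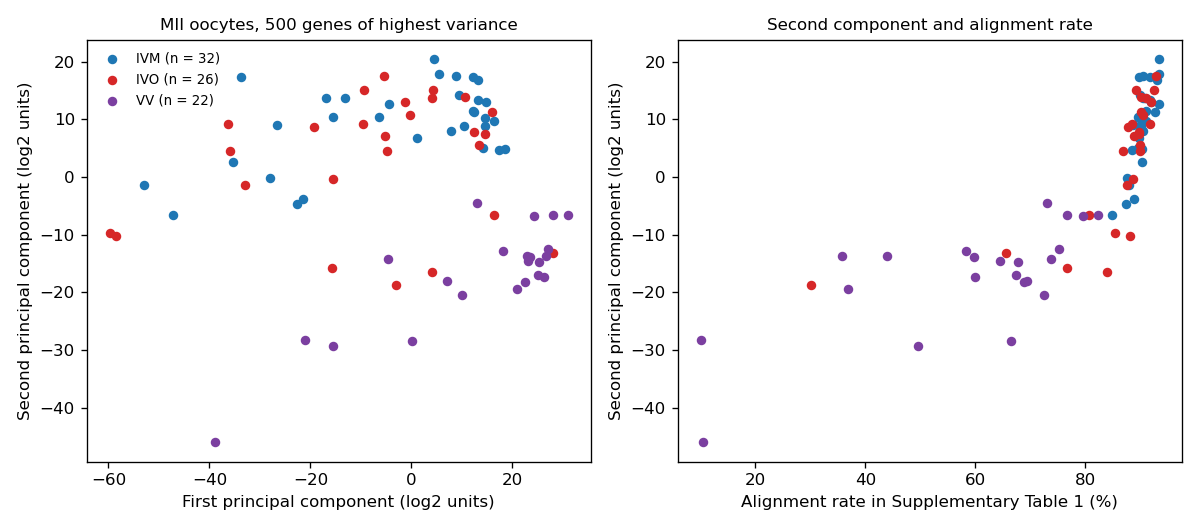
First and second principal component (log2 units) of 32 IVM, 26 IVO and 22 VV oocytes (left) and the second component against the alignment rate (%) of Supplementary Table 1 (right). Each point is 1 oocyte. VV oocytes lie at low values of the second component, as do IVO oocytes of low alignment rate, while the IVM oocytes lie at alignment rates of 84.8% or more.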

Principal component analysis and hierarchical clustering examination showed a trend of clustering of VV between IVM and IVO (Fig. 5A and B). Comparison of VV vs IVM oocytes revealed 2,169 DEGs (1,230 down- and 939 up-regulated; Supplementary Table 13), and 1,841 DEGs (1,079 down- and 762 up-regulated; Supplementary Table 14) were identified in VV compared to IVO. 

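The absolute log2 difference between VV and IVM had a median of 0.72 and a 90th percentile of 1.86 across 3800 genes, and that between VV and IVO a median of 0.66 and a 90th percentile of 1.69. In the same simulations of unchanged groups as for IVM and IVO, the median had a mean of 0.24 and 0.27, and the 90th percentile a mean of 0.84 and 0.89, and the observed values exceeded the highest of them. Against the oocytes of libraries 39 to 88 alone, the median was 0.71 for IVM and 0.60 for IVO. The signed difference had a median of 0.17 from IVM and 0.16 from IVO, but its sign depended on VV library 87 and on the scaling. Without this library, left out after the data were seen, the signed median was -0.14 from IVM and -0.13 from IVO, while the median absolute difference was 0.68 and 0.63. With each oocyte rescaled to the same total, the signed median was 0.23 and 0.19 with this library and 0.22 and 0.17 without it. The paper's comparison took oocytes as replicates in DESeq2, whereas each group was 1 sample here and no test was made.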

In VV vs IVM, GO clusters were enriched in cellular response to stress, cellular catabolic process, transcription corepressor activity, and ubiquitin protein ligase binding (Supplementary Fig. 2). The comparison between VV vs IVO oocytes indicated altered pathways involved in cellular response to stress, organelle organization, protein N-terminus binding, and ubiquitin protein ligase binding (Supplementary Fig. 3). We identified 605 unique DEGs in VV vs IVM (Fig. 5C; Supplementary Table 15), while 279 DEGs were unique in VV vs IVO (Fig. 5C; Supplementary Table 16). 

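The differences of VV from IVM and of VV from IVO had a correlation of 0.94 across 3800 genes, and 88.8% of genes had the same sign in both. Both comparisons share the VV oocytes, so chance alone gives a positive correlation. In 100 simulations of unchanged groups with the spread observed over oocytes, the correlation had a mean of 0.85 and a range of 0.82 to 0.86, and 74.9% of genes had the same sign. Without VV library 87, left out after the data were seen, the observed correlation was 0.91 and 88.2% of genes had the same sign, against a simulated mean of 0.51 (range 0.47 to 0.55) and 66.5% of genes. Genes are not independent replicates, and no p-value was computed.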

A total of 18 DEGs were common among all the comparisons (IVM vs IVO, VV vs IVM, and VV vs IVO), 13 DEGs were shared between VV vs IVO and IVM vs IVO, and 14 DEGs were shared between VV vs IVM and IVO vs IVM (Fig. 5C).

**Figure 5:**
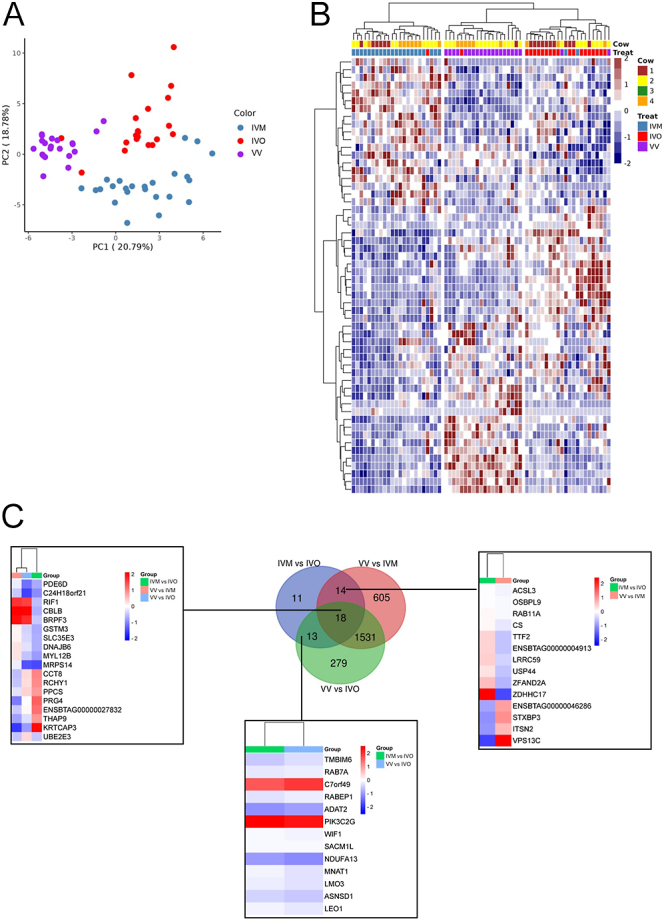
Single-cell RNA-seq analysis of MII bovine oocyte after *in vivo* maturation (IVO), IVM, or maturation initiated *in vivo* and completed *in vitro* (VV). Description of data: (A) PCA plot of the complete dataset covered by the RNA-seq experiment. The first principal component (PC1) is on the x-axis, while the second principal component (PC2) is on the y-axis. Each dot represents one MII oocyte. (B) Heatmap displaying the DEGs between VV, IVM, and IVO MII oocytes. Each column represents a distinct sample, with accompanying data denoting the corresponding cow origin. Rows represent the different genes, and hierarchical clustering delineates their segregation into three clusters corresponding to the three maturation sites (IVM, IVO, or VV). The expression profile is represented as scaled FPKM. (C) Venn graph showing the common DEGs between IVM vs IVO, VV vs IVM, and VV vs IVO.

### *In vitro* maturation alters the gene expression of cumulus cells

We compared the gene expression profile of pooled cumulus cells from IVM (three replicates; nine COCs per replicate) and IVO (four replicates, six COCs per replicate) MII oocytes, using RNA-seq. The PCA revealed a distinct separation of IVM and IVO samples into two clusters (Fig. 6A). We identified 844 DEGs (Supplementary Table 17), of which 454 were up- and 390 were downregulated in IVO compared to IVM (Fig. 6B). Hierarchical clustering analysis validated the classification of DEGs into IVM and IVO, as visualized in the heatmap (Fig. 6C). Enrichment analysis revealed GO clusters enriched in response to hypoxia and regulation of extrinsic apoptotic signaling pathway for biological function, cell adhesion molecule binding, glycosaminoglycan binding, and carbohydrate binding for molecular function, and lamellipodium, extracellular matrix, and oxidoreductase complex in cellular function (Fig. 6D, E, F). To investigate the impact of IVM on cumulus cell function, we performed STRING k-mean cluster analysis on the 454 downregulated genes in IVM. These genes were sorted into seven functional clusters, including electron transport chain, mitochondrial respiratory chain complex I assembly, and receptor signaling via STAT (Supplementary Fig. 4), indicating impaired mitochondrial activity in IVM-derived cumulus cells.

**Figure 6:**
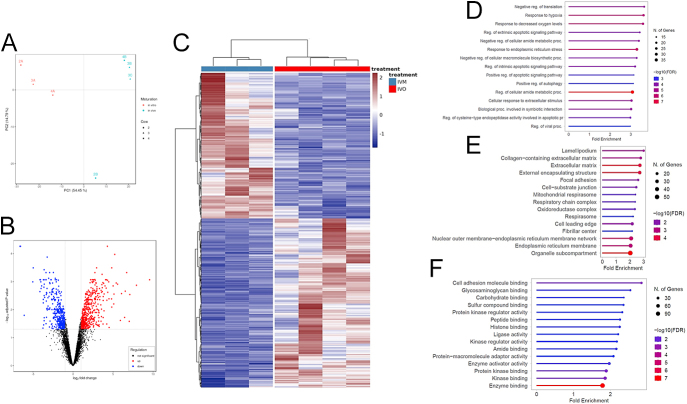
Gene expression profile of cumulus cells collected from cumulus-oocyte complexes after *in vitro* (IVM) and *in vivo* (IVO) maturation. Description of data: (A) PCA plot of the complete dataset covered by the RNA-seq experiment. The first principal component (PC1) is on the x-axis, while the second principal component (PC2) is on the y-axis. (B) Volcano plot representing the DEGs between IVO and IVM cumulus cells. (C) Heatmap generated by clustering the DEGs in IVO and IVM cumulus cells. Red, upregulation; blue, downregulation compared to the mean expression over all samples. (D, E, F) GO enrichment of DEGs. GO analysis was performed with ShinyGO 0.77 using the protein-coding genome as background (Ge *et al.* 2020) to identify enriched pathways (FDR < 0.05).

## Discussion

This study reveals that IVM can significantly alter the epigenetic and mRNA profile of mature oocytes, potentially compromising their quality. Most DEGs were downregulated in IVM oocytes compared to IVO oocytes. This finding is consistent with previous studies that have associated IVM with a decrease in mRNA levels (Caetano *et al.* 2023). Although *de novo* mRNA synthesis is quiescent following oocyte nucleus breakdown, IVM has been associated with an altered mRNA profile in matured oocytes (Mamo *et al.* 2011, An *et al.* 2024). These modifications are related to the degradation and polyadenylation of mRNA transcripts accumulated during the oocyte growth phase. The correct balance between mRNA degradation and storage during maturation shapes oocyte competence, thus determining the success of embryo development (Pasternak *et al.* 2016, Cheng *et al.* 2022). Yet, the downregulation of mRNAs observed in IVM oocytes suggests a significant impact on the transcriptomic landscape, potentially affecting the availability of critical transcripts to support oocyte competence and subsequent embryo development.

In our study, IVM of bovine oocytes led to relatively minor transcriptome modifications, with only 56 DEGs compared to IVO. In contrast, in human and mouse, significant differences in gene expression were found among IVO and IVM oocytes (Ye *et al.* 2020, Takashima *et al.* 2021). Notably, our bovine oocytes completed the growth phase within an optimized hormonal environment through the use of an estrus synchronization protocol, which is typically not employed in human and murine studies. This methodological difference may contribute to the observed discrepancies in gene expression. To ensure comparability in maturation conditions, we aimed to collect oocytes from follicles of different sizes. Specifically, oocytes from 3 to 8 mm follicles, which are typically associated with competent immature oocytes (Hyttel *et al.* 1997), were used for IVM. For IVO, we selected larger follicles (over 8 mm) that may have already undergone hormonal stimulation, leading to meiotic resumption and *in vivo* maturation (Hyttel *et al.* 1986). Moreover, as oocytes increase in size and reach the final growth stage, few changes occur in gene expression, with the most dynamic transcription phase occurring just before oocyte collection from the 3 to 8 mm antral follicles (Latorraca *et al.* 2024). Therefore, our results likely reflect the stabilized gene expression profile of fully grown oocytes from mid-antral follicles. Despite this, our findings align with those in human studies regarding the pathways affected in IVM oocytes, specifically showing that the pathways involved in NADH production were compromised in IVM oocytes in both human and bovine (Zhao *et al.* 2019). Among the downregulated DEGs in IVM, we identified three genes of interest. The first was *METTL5*, a methyltransferase essential for ribosomal RNA methylation and transcript translation (Turkalj & Vissers 2022). Its absence in mouse embryonic stem cells reduces translation, impairs pluripotency, and hinders differentiation (Ignatova *et al.* 2020), suggesting that IVM conditions may negatively affect genes critical for oocyte and early embryo totipotency. Next, we identified two genes involved in mitochondrial function. NADH dehydrogenase 2 (*ND2*) and NADH ubiquinone oxidoreductase subunit A13 (*NDUFA13*) encode two subunits of mitochondrial complex I and are involved in the mitochondrial electron transport chain (Janssen *et al.* 2006). Mitochondria are abundantly present in oocytes, playing a crucial role in oocyte maturation by providing ATP. A defect in *ND2* expression has been reported in immature oocytes of aged mice (Zhang *et al.* 2019), while *NDUFA13* expression decreases as bovine oocytes progress from immature to mature stage *in vitro* (Reyes *et al.* 2015). Both genes (ND2 and NDUFA13) play a crucial role in the NADH activity pathway, which was downregulated in IVM oocytes in our study (Supplementary Fig. 1). This suggests that IVM may compromise mitochondrial function, leading to impaired ATP production, increased oxidative stress, and ultimately impacting developmental competence (Van Blerkom 2011).

IVM also affected key epigenetic regulation, leading to distinct DNA methylation patterns in oocytes compared to IVO. 

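The mean over 34439 windows, each measured in at least 5 oocytes of each group, was 56.8% in IVM and 59.3% in IVO. The median over the same windows was 56.0% in IVM and 60.1% in IVO. The mean per-oocyte percentage of methylated CpGs in the paper's Supplementary Table 2 was 42.8% ± 3.96 (SD, n = 26) in IVM and 40.9% ± 5.27 (SD, n = 20) in IVO. The median of the same per-oocyte percentages was 42.05% in IVM and 42.65% in IVO. The paper's values thus had the higher mean in IVM, by less than the SD over oocytes, but not the higher median, whereas the windows had the higher mean and median in IVO. By run, the mean of the paper's values was 44.2% ± 3.29 (SD, n = 18) in IVM libraries 1 to 18 and 39.8% ± 3.82 (SD, n = 8) in IVM libraries 39 to 46. Windows weigh equally in the window mean, whatever the number of calls in each.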

Our results demonstrated that the global methylation level of IVM and IVO oocytes derived from antral follicles is approximately 40%. This finding is consistent with data reported previously, which showed a similar DNA methylation level in fully grown bovine oocytes (120 μm) (Barbosa Latorraca *et al.* 2023). We found significant hypomethylation in CpG islands and gene bodies in IVM oocytes compared to IVO. 

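The 34439 windows were divided by the mean of both groups into 1706 windows below 20%, 24850 windows of 20 to 80%, and 7883 windows of 80% or more. In windows of 80% or more, the mean was 88.6% in IVM and 89.7% in IVO, a difference of -1.05 percentage points. Over oocytes, the mean of these windows was 88.2% ± 0.966 (SD, n = 26) in IVM and 89.3% ± 0.976 (SD, n = 20) in IVO. In windows of 20 to 80%, the difference of IVM from IVO was -3.14 percentage points, and over oocytes the means were 53.0% ± 8.44 and 55.9% ± 6.01 (SD). In windows below 20%, the difference was 0.31 percentage points. The difference in the windows of 80% or more changed with the way windows were divided. It was -4.96 when windows were divided by the IVO mean and 2.25 when divided by the IVM mean. Dividing by the mean of 1 group selects windows partly on the chance error of that group. These 2 values thus lie apart partly by construction and are not read as a reversal. With the windows divided by the mean of both groups over all libraries, IVM libraries 1 to 18 differed from IVO by -1.09 and IVM libraries 39 to 46 by -1.02, in comparisons chosen after the data were seen.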

More specifically, hypermethylated tiles showed reduced methylation following IVM. This coincides with previous experiments using reduced representation bisulfite sequencing (RRBS), demonstrating that bovine IVM oocytes display global DNA hypomethylation compared to IVO oocytes (Jiang *et al.* 2018). However, in humans, no differences in DNA methylation of global DNA, promoters, gene bodies, and CpG islands are observed after IVM compared to IVO (Ye *et al.* 2020). One possible explanation for the differences between our findings and those of the human single-cell study is its limited sample size: only eight IVO oocytes from six patients and seven IVM oocytes from distinct patients. This small sample may constrain the generalizability of their results, given the variability in methylation patterns between individuals and oocytes.

In mammalian oocytes, DNA methylation at the promoter level has been negatively correlated with gene expression, whereas genes with high methylation levels at gene bodies are more likely to be expressed (Ivanova *et al.* 2020). We observed a trend of negative correlation between promoter methylation and gene expression, which was similar for IVM and IVO oocytes. In the comparison between IVM and IVO oocytes, pathway analysis for the hypermethylated (≥80%) DMRs at gene bodies revealed enrichment in DNA repair, macromolecule catabolic process, protein localization, enzyme inhibitor activity, and ATP binding. These pathways have been associated with key developmental events such as fertilization and zygote genome activation (Ruddock-D’Cruz *et al.* 2008, Zhao *et al.* 2023). As DNA methylation levels remain stable and similar to oocyte methylation levels across bovine cleavage stages (Ivanova *et al.* 2020), we hypothesize that the distinct hypermethylation patterns at the gene body between IVM and IVO oocytes may establish epigenetic marks influencing critical developmental pathways. As such, differences in IVM conditions could result in specific epigenetic modifications affecting gene regulation and cellular function during early embryonic development. However, further research is required to validate these findings.

Perhaps the most notable finding of this study is the imprinted gDMRs that were differentially methylated between IVO and IVM oocytes and include the maternally imprinted genes *NNAT*, *MEST* (also known as *PEG1*), and *SNRPN* (Fig. 3J). Loss of imprinting of these genes has been previously associated with the large offspring syndrome in cattle following ART, but also in the human analog, Beckwith–Wiedemann syndrome (Chen *et al.* 2015). Our results showed a tendency toward loss of methylation in genomic imprinting regions following IVM for *NNAT* and *MEST*. Interestingly, *MEST* has been found to exhibit higher methylation levels in IVO oocytes from nonstimulated compared to stimulated cows (Lopes *et al.* 2022), suggesting that the methylation status in our experiment is likely influenced by the maturation environment rather than the hormonal stimulation protocol. However, differences in superovulation protocols between studies may account for the discrepancies in findings. Therefore, the potential effect of superovulation cannot be entirely ruled out.

We also identified loss of methylation in *MIMT1*, which is a nonprotein-coding gene forming the imprinted paternally expressed gene 3 (*PEG3*) domain (Flisikowski *et al.* 2012). In bovine, alteration in *MIMT1* methylation has been associated with aberrant placental transcriptome and stillbirth (Flisikowski *et al.* 2012). Interestingly, the maternally imprinted insulin-like growth factor 2 (*IGF2*) and the paternally imprinted insulin-like growth factor 2 receptor (*IGFR2*) exhibited an unexpected methylation profile. The DNA methylation mark of *IGF2* and *IGF2R* was similar between IVM and IVO oocytes. However, *IGF2* displayed lower methylation levels than anticipated, and *IGF2R* exhibited higher methylation levels than usual for their respective imprinting statuses (Fig. 3J). A similar finding has been observed in another bovine study, where the *IGF2* gene exhibited higher levels of methylation in sperm compared to oocytes, while the *IGF2R* gene showed increased methylation in oocytes relative to sperm (Jiang *et al.* 2018). This differential methylation pattern suggests that imprinting regulation of these genes might involve other epigenetic mechanisms.

Interestingly, oocytes that underwent a combination of *in vivo* and IVM (VV group) exhibited altered gene expression profiles. The distinct transcriptomic profiles observed in VV, IVO, and IVM oocytes highlight the profound influence of maturation conditions on oocyte gene expression. Although we identified DEGs shared among the comparisons (13 DEGs between VV vs IVO and IVM vs IVO, 14 DEGs between VV vs IVM and IVO vs IVM, and 18 DEGs common to all comparisons), the expression profile did not conclusively indicate whether VV oocytes are more similar to IVO or IVM oocytes. We found common GO pathways enriched among VV vs IVM and VV vs IVO comparisons, including cellular response to stress, cellular catabolic processes, transcription corepressor activity, and ubiquitin protein ligase binding. Moreover, the DEGs between VV and IVO oocytes were enriched in stress response and metabolic process genes. These pathways were enriched in human MI oocytes rescued from stimulated cycles and matured *in vitro* compared to IVO oocytes (Jones *et al.* 2008, Hao *et al.* 2017). In human clinical settings, the rescue of immature oocytes in stimulated cycles is not a routine procedure since the developmental competence of these oocytes is significantly lower compared with IVO MII oocytes (Ferrer-Vaquer *et al.* 2019). These data suggest again that the suboptimal conditions *in vitro*, compared to *in vivo*, might have interfered with post-transcriptional modifications, transcript degradation, and selective translation that occur during maturation (Grondahl *et al.* 2013, Hu *et al.* 2022, An *et al.* 2024). Among the DEGs from IVM vs VV, we identified a cohort of maternal-effect genes, including *BMP15*, *PMS1*, and *UBE2A*, downregulated in VV oocytes, and *KPNA6* and *DMAP1*, upregulated in VV oocytes. These genes are involved in cumulus cell expansion, DNA repair, fertilization, and maintaining embryonic cell pluripotency (Galloway *et al.* 2000, Juengel & McNatty 2005, Fazzio *et al.* 2008, Rother *et al.* 2011), thus important for oocyte developmental competence. Among the DEGs from IVO vs VV, we identified two genes of the METTL family (*METTL4* and *METTL26*) downregulated in the VV group, which are involved in embryonic stem cell renewal (Wang *et al.* 2014, Zhang *et al.* 2020), while genes related to mitochondrial complex I (including *NDUFA13, NDUFB2,* and *NDUFB3*) involved in the oxidative phosphorylation electron transport chain (Padavannil *et al.* 2022), were downregulated in IVM oocytes.

The developmental competence of an oocyte hinges significantly upon the intricate functions of cumulus cells surrounding it. Cumulus cells are pivotal in nurturing and supporting the oocyte’s maturation process. To depict a complete overview of how the IVM protocol influences oocyte developmental competence, we performed transcriptome analysis on cumulus cells from IVM and IVO oocytes, resulting in 844 DEGs. The most abundant cluster of downregulated genes in IVM cumulus cells is related to the electron transport chain and mitochondrial respiratory chain complex I (Supplementary Fig. 4). This parallels findings in IVM oocytes, where pathways involved in NADH production were similarly affected. Thus, both cumulus cells and oocytes undergo transcriptional changes during IVM, emphasizing the interconnected effects of maturation conditions on cellular metabolism and function. It is important to highlight the significance of oxidative phosphorylation, the intracellular process responsible for generating the majority of the cell’s ATP through the electron transfer chain (Cannino *et al.* 2007). Cumulus cells can supply energy metabolites and ATP to the oocyte through gap junctions, influencing oocyte fertilization potential (Tamassia *et al.* 2004). Given the crucial functions of each mitochondrial electron transport chain complex, any alterations in one or more of these components are likely to disrupt the electron transport chain, leading to changes in ATP levels.

Taken together, our results demonstrate that IVM influences both the gene expression and DNA methylation profile of bovine oocytes, alongside changes in mitochondrial activity in oocytes and cumulus cells. These alterations in the transcriptome and epigenome indicate potential compromises in oocyte maturation and developmental potential. Future studies should focus on functional validation of the observed methylome modifications, particularly the hypomethylation of CpG islands and imprinted genes such as NNAT and MEST, to determine their direct impact on zygotic genome activation and embryo development. Moreover, targeted interventions to address mitochondrial dysfunction, such as optimizing culture conditions or restoring mitochondrial activity, could offer valuable insights for enhancing IVM protocols. This study lays the groundwork for future research to refine IVM practices and safeguard oocyte quality, ultimately advancing assisted reproductive technologies.

## Supplementary materials

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This research was supported by the European Union’s Horizon 2020 research and innovation program under the Marie Skłodowska-Curie grant agreement No 860960, and by Bijzonder Onderzoeksfonds GOA (Geconcerteerde Onderzoeksacties) 2018000504 (GOA030-18 BOF). KCP was supported by the Research Foundation Flandershttps://doi.org/10.13039/501100003130 (FWO) (grant numbers: 1228821N and 12A2H24N).

## Author contribution statement

CB, AVS, KS, and KP have designed the study. CB performed all experiments and wrote the original draft. NA, AFM, TDC, and OBP helped with the oocyte collection. CG and AG worked on the library construction. KS, AVS, KP, TF, EM, FVN, AG, GK, OBP, YG, and CG helped with the review and editing of the manuscript. SA, YG, and FC performed the formal analysis.

## Data availability

Raw data supporting the findings of this study were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database with accession number GSE291722.

# Supplementary material for: Single-cell multiomic analysis reveals methylome and transcriptome deviations following oocyte maturation in vitro
**Source:** Reproduction. 2025 Jul 10;170(2):e250011. doi: 10.1530/REP-25-0011
**Supplement:** Supplementary file 1

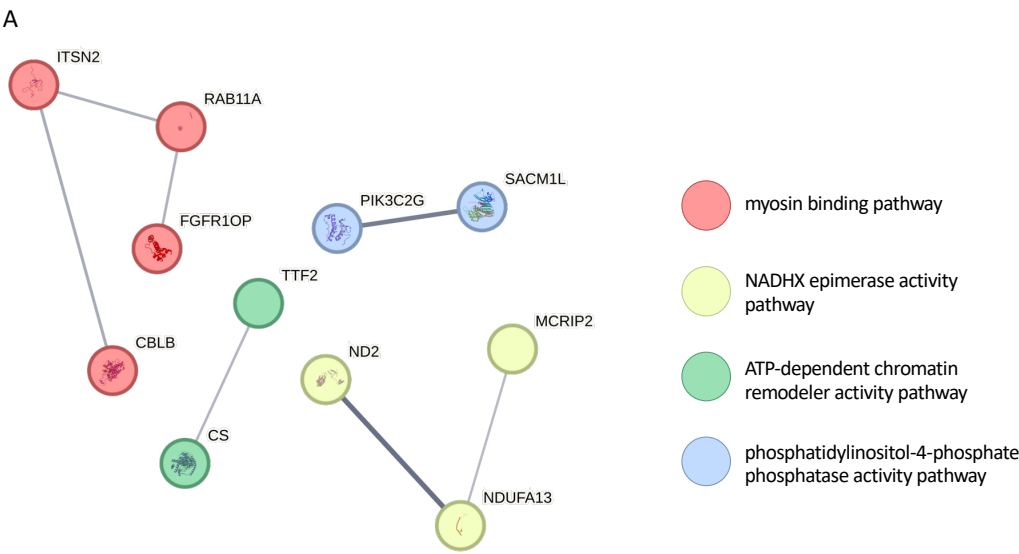

**B**

**I**

| GO:MF               |            | stats                    |                                        |
|---------------------|------------|--------------------------|----------------------------------------|
| Term name           | Term ID    | P <sub>adj</sub>         | -log <sub>10</sub> (P <sub>adj</sub> ) |
| myosin V binding    | GO:0031489 | 2.448 × 10 <sup>-2</sup> |                                        |
| microtubule binding | GO:0008017 | 7.537 × 10 <sup>-2</sup> |                                        |
| GTP binding         | GO:0005525 | 7.537 × 10 <sup>-2</sup> |                                        |
| GTPase activity     | GO:0003924 | 7.537 × 10 <sup>-2</sup> |                                        |

**II**

| GO:MF                       |            | stats                    |                                        |
|-----------------------------|------------|--------------------------|----------------------------------------|
| Term name                   | Term ID    | P <sub>adj</sub>         | -log <sub>10</sub> (P <sub>adj</sub> ) |
| NADHX epimerase activity    | GO:0052856 | 2.030 × 10 <sup>-3</sup> |                                        |
| NADH dehydrogenase activity | GO:0003954 | 3.680 × 10 <sup>-3</sup> |                                        |
| electron transfer activity  | GO:0009055 | 5.301 × 10 <sup>-3</sup> |                                        |

**III**

| GO:MF                                      |            | stats                    |                                        |
|--------------------------------------------|------------|--------------------------|----------------------------------------|
| Term name                                  | Term ID    | P <sub>adj</sub>         | -log <sub>10</sub> (P <sub>adj</sub> ) |
| citrate (S)-synthase activity              | GO:0004108 | 1.861 × 10 <sup>-3</sup> |                                        |
| ATP-dependent chromatin remodeler activity | GO:0140658 | 3.254 × 10 <sup>-2</sup> |                                        |

**IV**

| GO:MF                                                 |            | stats                    |                                        |
|-------------------------------------------------------|------------|--------------------------|----------------------------------------|
| Term name                                             | Term ID    | P <sub>adj</sub>         | -log <sub>10</sub> (P <sub>adj</sub> ) |
| phosphatidylinositol-4-phosphate phosphatase activity | GO:0043812 | 1.692 × 10 <sup>-3</sup> |                                        |
| phosphatidylinositol phosphate 4-phosphatase activity | GO:0034596 | 1.974 × 10 <sup>-3</sup> |                                        |
| phosphatase activity                                  | GO:0016791 | 3.000 × 10 <sup>-2</sup> |                                        |

A

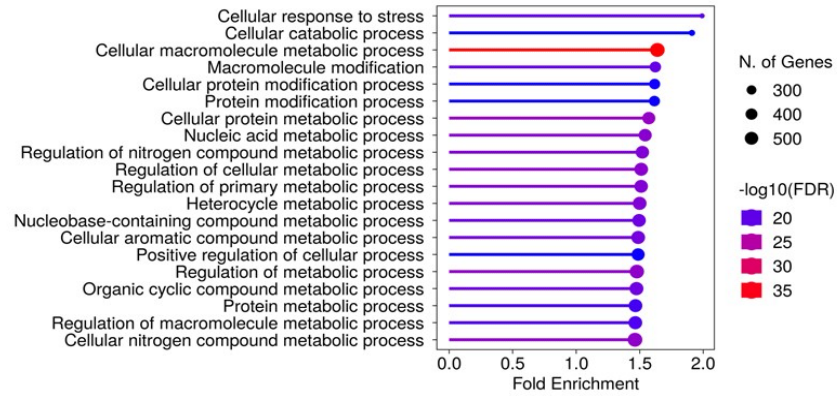

B

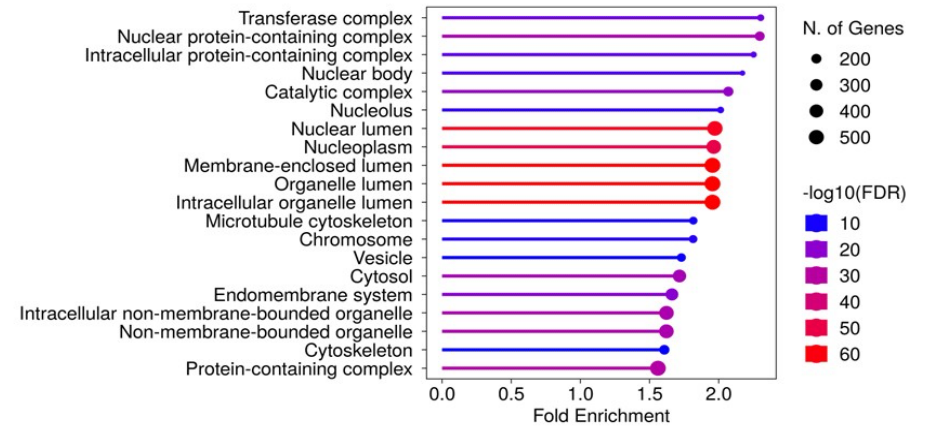

C

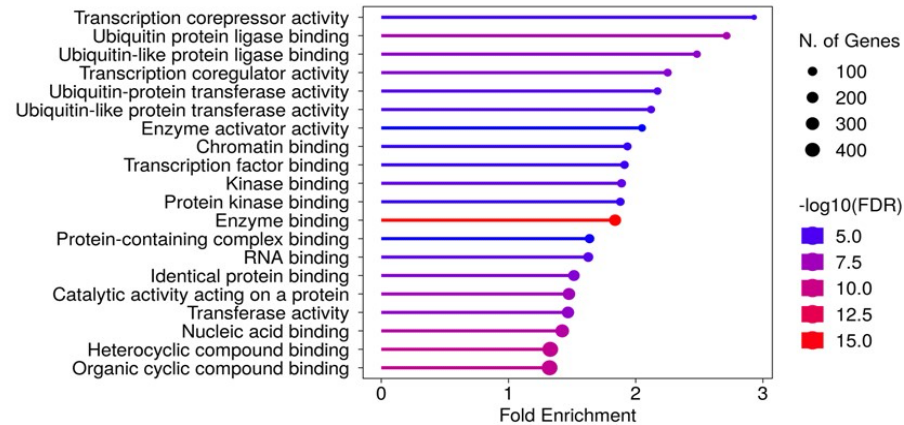

A

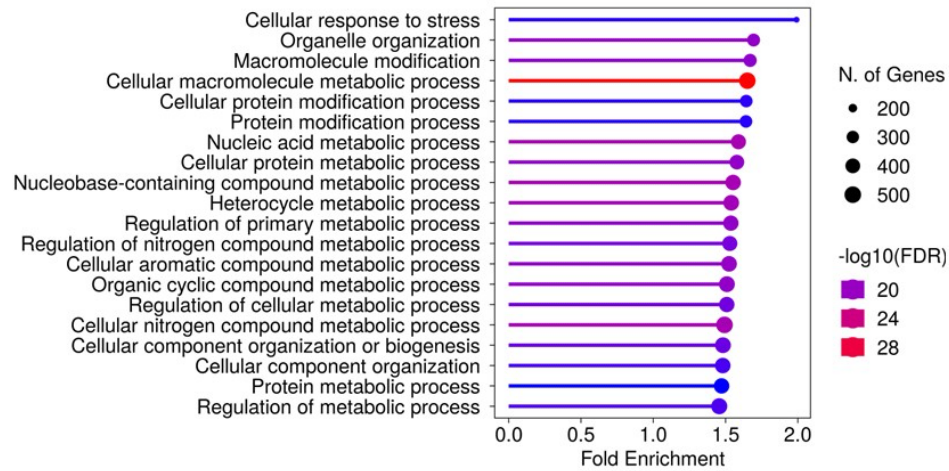

B

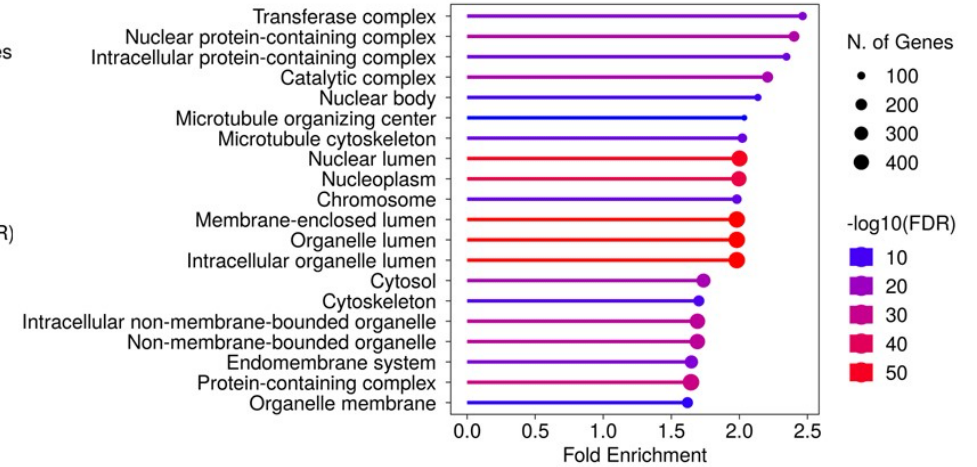

C

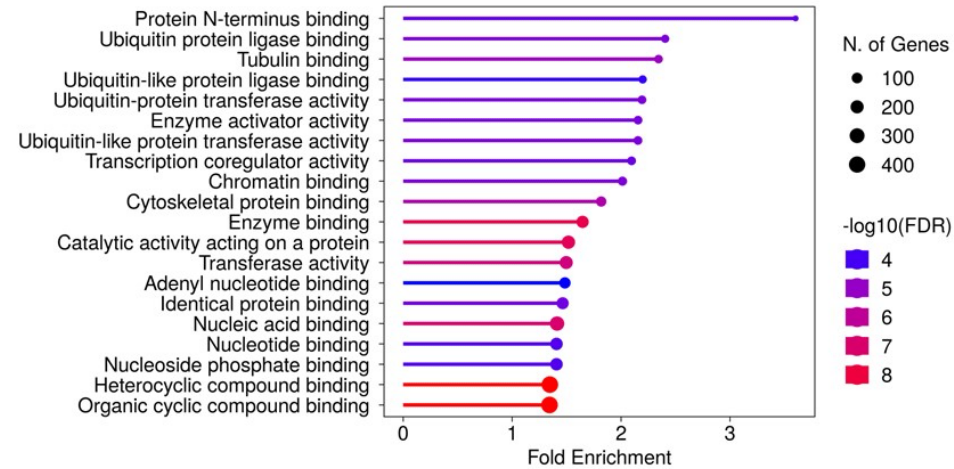

A

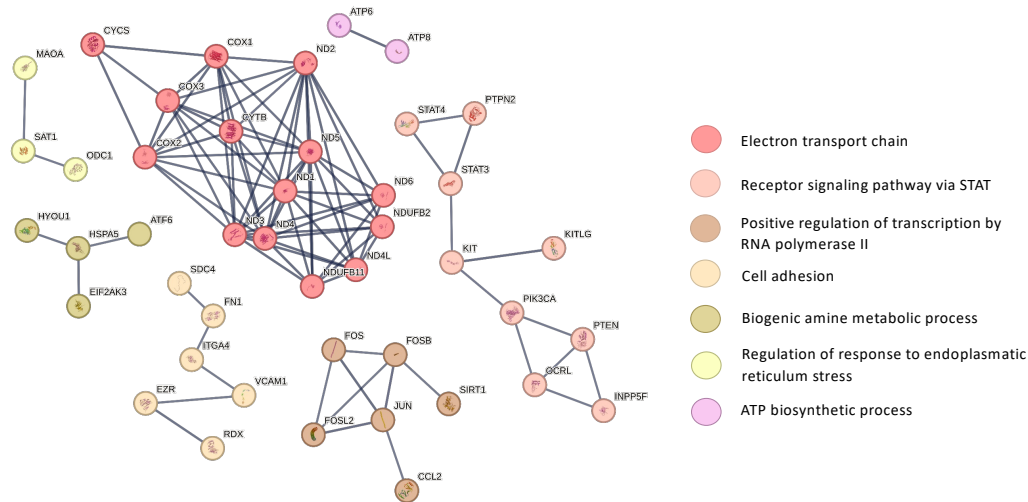

B

| I                                                    | GO:BP      | stats                                                   |
|------------------------------------------------------|------------|---------------------------------------------------------|
| Term name                                            | Term ID    | P <sub>adj</sub> -log <sub>10</sub> (P <sub>adj</sub> ) |
| electron transport chain                             | GO:0022900 | 1.326 × 10 <sup>-21</sup>                               |
| mitochondrial respiratory chain complex I assembly   | GO:0032981 | 1.587 × 10 <sup>-14</sup>                               |
| mitochondrial electron transport, NADH to ubiquinone | GO:0006120 | 3.430 × 10 <sup>-14</sup>                               |

| II                                              | GO:BP      | stats                                                   |
|-------------------------------------------------|------------|---------------------------------------------------------|
| Term name                                       | Term ID    | P <sub>adj</sub> -log <sub>10</sub> (P <sub>adj</sub> ) |
| receptor signaling pathway via STAT             | GO:0097696 | 9.862 × 10 <sup>-7</sup>                                |
| phosphate-containing compound metabolic process | GO:0006796 | 2.180 × 10 <sup>-5</sup>                                |
| reproduction                                    | GO:0000003 | 5.749 × 10 <sup>-3</sup>                                |
| regulation of programmed cell death             | GO:0043067 | 7.046 × 10 <sup>-3</sup>                                |
| negative regulation of primary miRNA processing | GO:2000635 | 8.260 × 10 <sup>-3</sup>                                |

| III                                                       | GO:BP      | stats                                                   |
|-----------------------------------------------------------|------------|---------------------------------------------------------|
| Term name                                                 | Term ID    | P <sub>adj</sub> -log <sub>10</sub> (P <sub>adj</sub> ) |
| positive regulation of transcription by RNA polymerase II | GO:0045944 | 7.722 × 10 <sup>-4</sup>                                |
| response to growth factor                                 | GO:0070848 | 7.722 × 10 <sup>-4</sup>                                |
| cellular response to oxidative stress                     | GO:0034599 | 9.317 × 10 <sup>-4</sup>                                |
| regulation of developmental process                       | GO:0050793 | 9.115 × 10 <sup>-3</sup>                                |

| IV                                  | GO:BP      | stats                                                   |
|-------------------------------------|------------|---------------------------------------------------------|
| Term name                           | Term ID    | P <sub>adj</sub> -log <sub>10</sub> (P <sub>adj</sub> ) |
| cell adhesion                       | GO:0007155 | 1.982 × 10 <sup>-5</sup>                                |
| integrin-mediated signaling pathway | GO:0007229 | 4.695 × 10 <sup>-3</sup>                                |
| cell junction organization          | GO:0034330 | 5.982 × 10 <sup>-3</sup>                                |

| V                                | GO:BP      | stats                                                   |
|----------------------------------|------------|---------------------------------------------------------|
| Term name                        | Term ID    | P <sub>adj</sub> -log <sub>10</sub> (P <sub>adj</sub> ) |
| biogenic amine metabolic process | GO:0006576 | 1.948 × 10 <sup>-6</sup>                                |

| VI                                                             | GO:BP      | stats                                                   |
|----------------------------------------------------------------|------------|---------------------------------------------------------|
| Term name                                                      | Term ID    | P <sub>adj</sub> -log <sub>10</sub> (P <sub>adj</sub> ) |
| regulation of response to endoplasmic reticulum stress         | GO:1905897 | 2.391 × 10 <sup>-8</sup>                                |
| protein folding                                                | GO:0006457 | 4.633 × 10 <sup>-3</sup>                                |
| post-translational protein targeting to membrane, transloca... | GO:0031204 | 6.078 × 10 <sup>-3</sup>                                |

| VII                            | GO:BP      | stats                                                   |
|--------------------------------|------------|---------------------------------------------------------|
| Term name                      | Term ID    | P <sub>adj</sub> -log <sub>10</sub> (P <sub>adj</sub> ) |
| ATP biosynthetic process       | GO:0006754 | 1.742 × 10 <sup>-4</sup>                                |
| proton transmembrane transport | GO:1902600 | 4.134 × 10 <sup>-4</sup>                                |

How the deposited data were processed for this re-analysis (not part of the article)

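Single-cell RNA-seq values of IVM, IVO and VV oocytes and scBS-seq values of IVM and IVO oocytes were analysed. Each library is 1 MII oocyte, and 134 libraries were mapped to their group by their titles, library names and Supplementary Tables 1 and 2. RNA library 18 was taken as IVM. No label or table read here names the cow of an oocyte. The heatmaps of Fig. 2B and Fig. 5B mark a cow origin per sample, which was not read here. Oocytes of 1 group were therefore treated as 1 sample, SDs over oocytes are given as a description, and no test between groups was made.

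For the expression values, the authors trimmed the reads with Trim Galore, aligned them to UMD3.1.1 with HISAT2 and quantified genes in SeqMonk. The deposited unit is a score: whole numbers scaled by the authors to the same upper quartile in each library (61 at the 75th percentile) and rounded. The scaling and the rounding are not described in the text read here. Whole reads could not be recovered from rounded values, and no count model was used. Of 88 columns, 8 held no finite values and were not used, with 2 to 356567 reads in Supplementary Table 1, which leaves 80 libraries. A minimum of 10000 reads in that table removed no further library. Genes are listed by a number and are not paired with names, so the DEG lists, the complex I genes, the genes named in the text and the relation of expression to methylation were not analysed here. For the same reason the rule set for naming genes, which took every gene the paper names for oocytes and, per comparison, the 3 genes with the largest and the 3 with the smallest difference among those that kept their sign in each run of library numbers, was not applied.

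For methylation, the authors trimmed the reads, aligned them to UMD3.1.1 with Bismark, removed duplicates and deposited the percent of methylated CpG calls in 41322 windows per oocyte, without the number of calls. Depth per window is therefore unknown. Windows in a comparison were measured in at least 5 oocytes of each group. The annotation given here is of another assembly than UMD3.1.1, so CpG islands, gene bodies, promoters, repeats and the imprinted regions of Fig. 3J were not analysed here, apart from the window that holds the MEST promoter of Supplementary Table 6. Supplementary Tables 4 to 9 were read only in part, and Supplementary Tables 10 to 17 were not used here.

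Expression differences are log2((mean + 1)/(mean + 1)) of group means over 3800 genes with a mean of at least 10. Principal components were taken from log2(value + 1), centred by gene, over the 500 genes of highest variance. Shares of oocytes have exact Clopper-Pearson binomial intervals at 95%, which cover counting error only. The correlation of 2 comparisons that share a group was set beside 100 simulations of unchanged groups, as was the size of the differences. Windows were divided at 20 and 80% by the mean of both groups. The code was tested on simulated data. Of the simulated genes changed between IVM and IVO, 98.9% had the right sign at a true change of 2 on the log2 scale, with 3768 genes in the step. At a true change of 0.5, 86.7% had the right sign, with 3780 genes in the step, and unchanged genes had a median absolute difference of 0.24. This simulation took the spread over all 80 libraries, VV included, so its value for unchanged genes is not a reference for the observed difference between IVM and IVO. A simulated VV group at 0.3 of the way from IVM to IVO was placed at 0.293 over 300 features. In that simulation 100.0% of oocytes had the closest oocyte in their own group. In the data these shares were 71.9% in IVM, 50.0% in IVO and 77.3% in VV. The simulation thus checks the code on well-separated groups and not the precision of the observed position of VV. A simulated difference of -3 percentage points in windows of 25 to 75% was read as -2.60 over the 24899 windows of 20 to 80%, which also hold unchanged windows. Alternatives fixed before the data were examined covered the pseudocount, the average, the scaling, filters on genes, windows, reads and alignment rate, library 18 and the run of library numbers. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.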

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

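The tests of in vitro maturation in this part were chosen only after the result was seen. The paper does not discuss the 7 windows on the mitochondrial genome, where methylation was higher in IVM than in IVO. The mean of these windows was 17.5% ± 10.0 (SD, n = 26) in IVM and 10.1% ± 5.36 (SD, n = 20) in IVO. The difference was not tested. IVM oocytes of libraries 1 to 18 had a mean of 22.7% ± 6.97 (SD, n = 18), and those of libraries 39 to 46 a mean of 5.77% ± 3.90 (SD, n = 8). In IVM libraries 1 to 18 the value rose with the number of windows measured (Pearson's r 0.79, Spearman's rho 0.61). In IVO rho was -0.02, and in IVM libraries 39 to 46 r was 0.04, or 0.78 without 2 oocytes. Within IVO, libraries 33 to 37 had only 2.69 to 4.86%, whereas library 38 had 19.8%.

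Incomplete bisulfite conversion of whole libraries would raise all windows with many unmethylated CpGs. In 704 windows below 10% in IVO, the mean was 5.21% ± 0.883 (SD, n = 20) in IVO, 20.6% ± 7.40 (SD, n = 18) in IVM libraries 1 to 18 and 19.3% ± 6.92 (SD, n = 8) in IVM libraries 39 to 46. These windows were chosen by their IVO value, partly on its chance error, so the excess of IVM over IVO in them was not interpreted, and they were not unmethylated in IVM. The IVM libraries took no part in the choice and most CpG calls in these windows were unmethylated in both runs of them, so only these runs were compared. The IVM libraries 1 to 18 exceeded the IVM libraries 39 to 46 by 1.31 percentage points, against 16.9 points in the mitochondrial windows, and by median over oocytes they had 17.8% and 16.7%. This argues against conversion of the whole library as the source. In vitro maturation alone predicts a like level in all IVM libraries, and the same 16.9 points between the IVM runs, more than the SD over oocytes, argue against it as the whole source. Within libraries 1 to 38, which hold all IVO oocytes, IVM exceeded IVO by 12.5 percentage points, which goes with maturation. It goes equally with the follicle size, FSH stimulation and collection date, by which the groups also differed. The IVM libraries 39 to 46 differed from IVO by -4.37, less than the SD of 5.36 over IVO oocytes and across runs, so this value decides nothing. In vitro maturation together with a difference between the runs therefore stays open, because no IVO library lies in the run of IVM libraries 39 to 46. A step of library preparation and conversion that is poorer on mitochondrial DNA alone also stay open. So do the number of windows measured, a difference between cows, and the follicle size, FSH stimulation and collection date. The preparation of each library is not given, and the cow origins marked in Fig. 2B and Fig. 5B were not read here. A difference between libraries 1 to 38 and 39 to 46 alone would not account for the difference of IVM from IVO within libraries 1 to 38.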

How the results depend on the processing

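The linear adjustment for the number of windows, the comparison of IVM libraries 39 to 46 with IVO, the removal of VV library 87, alone or with each oocyte rescaled to the same total, and the comparisons by run with windows divided by all libraries were chosen only after the results were seen. The other alternatives were fixed before the data were examined. Because no test was made, a value was compared with 1 SD over oocytes of the same statistic taken per oocyte, or with the binomial interval of a share. This SD was defined after first values had been seen and is wide, so that staying within it is a weak statement.

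The sizes of the expression differences moved by less than this SD under every alternative run. For IVM against IVO the median absolute difference ranged from 0.20 to 0.57 around 0.24, with an SD of 0.44, and for VV from 0.61 to 0.82 against IVM and from 0.57 to 0.77 against IVO. The sign of the median difference did not hold. For IVM against IVO, the median of -0.01 became 0.15 with means of log2(value + 1), 0.0185 with at least 100000 reads and 0.024 with libraries 39 to 88. For VV against IVM, the median of 0.17 became -0.18 with means of log2(value + 1), -0.13 with at least 100000 reads, -0.14 with an alignment rate of at least 60% and -0.14 without VV library 87. For VV against IVO, the median of 0.16 became -0.047, -0.12, -0.15 and -0.13 under the same alternatives. The removal of VV library 87 alone reversed both VV medians, and this library is also absent under the filters on reads and on alignment rate. With each oocyte rescaled to the same total, both VV medians stayed positive, at 0.23 and 0.19 with this library and at 0.22 and 0.17 without it, so the reversal also depends on the scaling. For the other reversals, the cause was not tested.

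The position of VV on the line from IVM to IVO ranged from 0.53 with libraries 39 to 88 to 1.07 with at least 100000 reads, within 1 SD of 0.77. The share of oocytes with the closest oocyte in their own group lay outside the interval of the share over all libraries only with libraries 39 to 88, where it was 100.0% of 16 IVM oocytes and 28.6% of 7 IVO oocytes. The interval of the 7 IVO oocytes, 3.67 to 71.0%, covers the share over all libraries, so no change is read from it. That of the 16 IVM oocytes starts at 79.4%, above 71.9%, but the IVM oocytes also had 7 rather than 26 IVO oocytes to lie close to, and the cause was not tested.

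The lower methylation over windows in IVM kept its sign under all alternatives run. It was -9.25 percentage points with the median over windows, beyond 1 SD (6.31, of the mean over windows) of the main -2.65. The SD over oocytes of the median over windows was 16.7, so -9.25 lay within its own spread. The cause was not tested. By window level, the difference of -3.14 in windows of 20 to 80% kept its sign under all alternatives run. In windows below 20%, the difference of 0.31 became -0.72 with libraries 1 to 38, -5.05 for IVM libraries 39 to 46 against IVO, 8.76 when windows were divided by the IVO mean and -9.99 when divided by the IVM mean. In windows of 80% or more, the difference of -1.05 became 1.26 for IVM libraries 39 to 46 against IVO, -4.96 when divided by the IVO mean and 2.25 when divided by the IVM mean. Dividing windows by the mean of 1 group selects them partly on the chance error of that group, by construction, and the other group then lies closer to the middle. The comparisons by library number also divided the windows anew, by a mean with fewer IVM oocytes. With the windows divided by all libraries, libraries 1 to 38 gave 0.291 in windows below 20% and -1.09 in windows of 80% or more, and IVM libraries 39 to 46 against IVO gave 0.0967 and -1.02, without a reversal. These comparisons also held more windows. In only the windows measured in at least 5 of the IVM oocytes compared, still divided by all libraries, the values were 0.913 and -1.12 for libraries 1 to 38 and 0.804 and -1.24 for IVM libraries 39 to 46, again without a reversal. The reversals by library number were thus seen only with the new division of windows.

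No paired analysis was possible because a library number names 1 oocyte and the maturation groups compared share no library number. Recovering whole reads, and the alternatives for the DEG list, the complex I genes and the relation of expression to methylation, were not run, because the values are rounded and the genes carry no names. Every library in the table gave the same 80 libraries, so that alternative was not run. The depth behind each window and each gene value is unknown, which leaves counting error out of all values.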

Differences from the paper's values

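The paper gives a global methylation level of approximately 40% for both groups, and 40% was taken as its value. The window mean in IVO was 61.5% ± 5.24 (SD, n = 20), and it differed from the paper's value under all 8 settings run, from 60.3% with at least 100000 uniquely aligned reads to 72.0% with the median over windows. In IVM the window mean of 58.9% ± 7.23 (SD, n = 26) also lay above the paper's value by more than the SD, although by less than 1.5 times, a limit that an approximate value does not fix closely. It exceeded 1.5 times with windows in at least 10 oocytes (61.2%) and with the median over windows (62.7%).

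The paper's Supplementary Table 2 gives a mean methylation of oocytes that is higher in IVM than in IVO, by 1.94 percentage points. Over windows, the difference of IVM from IVO was -2.65 percentage points, of the opposite sign, and it stayed negative under all 8 settings. The higher value of the paper's table in IVM was not seen in the median over oocytes, which was 42.05% in IVM and 42.65% in IVO, nor in the mean of IVM libraries 39 to 46, 39.8% against 40.9% in IVO. Both differences were smaller than the SD over oocytes, 6.31 for windows. The paper's table and the windows need not weigh CpGs alike.

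In units of 1000000 reads, the paper's text gives an average depth of 4.2 for the RNA libraries, and the mean of the total reads in the paper's Supplementary Table 1 was 0.640 over 88 libraries. The table does not say whether its total counts reads before or after trimming and alignment.

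The paper reports a trend of VV to cluster between IVM and IVO, and leaves open which group VV resembled more. Along the line from IVM to IVO, VV lay at 0.77, but its centroid was 30.5 from IVO and 32.2 from IVM, which were 14.1 apart. With libraries 39 to 88 only, which hold all VV and 7 IVO oocytes, VV lay at 0.53, and its centroid was 30.3 from IVO and 31.4 from IVM, which were 32.2 apart.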

Other observations

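The test of mitochondrial reads in Supplementary Table 2 was set before its result was seen. The tests of the windows measured, the number of windows, the alignment rate, the runs of library numbers and VV library 87 were chosen only after the results were seen.

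IVM oocytes had more windows measured than IVO oocytes, and oocytes with few windows had higher means in both groups. Within IVM libraries 39 to 46 (n = 8) this relation rested on 2 oocytes, with a Pearson's r of -0.88 with them and 0.37 without them. Within IVM libraries 1 to 18 it was -0.94, and -0.90 without 2 oocytes. The windows that differ from oocyte to oocyte are not a full explanation, because the difference of IVM from IVO was -2.24 percentage points when each oocyte was compared with the mean of the windows it had. The number of windows itself is a candidate explanation. After a linear adjustment for it, the difference was -0.53 percentage points against -2.65 before, and the oocyte SD was 6.31. With only the 23 IVM and 18 IVO libraries of at least 100000 uniquely aligned reads, the difference was -3.16. This filter was on reads and kept oocytes with few windows, such as IVM library 41 with 8549 and IVO library 38 with 11164. It did not balance the number of windows between the groups, so -3.16 does not count against that explanation. A lower methylation in IVM may still be present, and a biological difference was not excluded. Why oocytes of low coverage read higher in the same windows was not tested.

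The Supplementary Table 2 means were lower than the window means and were higher in IVM, although their median was not, with 42.05% in IVM and 42.65% in IVO. The order of the groups in this table was therefore not firm. Reads from mitochondrial DNA may enter the table's means, which would then rise with the mitochondrial windows in each group. The Spearman's rho was 0.35 over 26 IVM and 0.29 over 20 IVO oocytes. Within the runs of IVM libraries it was -0.23 over libraries 1 to 18 and 0.12 over libraries 39 to 46. The positive values were small and did not hold within IVM libraries 1 to 18, and the oocytes were too few to decide. The table's means by run, 44.2% in IVM libraries 1 to 18, 39.8% in IVM libraries 39 to 46 and 40.9% in IVO, had the same order as the mitochondrial windows, with 22.7%, 5.77% and 10.1%. With 3 sets of libraries, this order does not separate mitochondrial reads from another difference between the runs, and both stay open.

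VV oocytes stood apart on the second principal component. A candidate explanation is the alignment rate, which the component also followed within the other groups. The Spearman's rho was 0.85 over 26 IVO and 0.73 over 32 IVM oocytes. VV oocytes took part in the choice of genes and in the component itself, so these relations are not independent of VV. Of the 7 IVO oocytes of libraries 39 to 88, the pair with alignment rates of 88.4 and 88.8% had values of 9.30 and 7.18, and the other 5, with 30.1 to 84.0%, had values of -18.6 to -6.53. The highest alignment rate in VV was 82.3% and the lowest in IVM 84.8%. The maturation of VV oocytes and what lowered the alignment rate could not be separated, and a biological difference of VV stays open. Reads from another organism were not tested.

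The log2 differences of IVM from IVO in libraries 1 to 38 and in libraries 39 to 88 had a correlation of -0.11 across 3800 genes, and a Spearman's rho of -0.12. A difference of maturation shared by both runs predicts a positive value. Only 7 IVO oocytes lie in libraries 39 to 88, and 5 of them had alignment rates of 84.0% or less, so a shared difference hidden by these libraries cannot be told apart from its absence.

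The median shift of VV values against IVM may come from 1 library. VV library 87 had an alignment rate of 10.5%, values above 0 for 1852 genes, and a scaled total of 5168627. Without it, the median log2 difference of VV from IVM was -0.14, against 0.17 with it. With each oocyte rescaled to the same total, however, the median was 0.23 with this library and 0.22 without it. Under the scaling to an upper quartile, the positive sign thus rested on this library. Only 1852 of 7022 genes had a value above 0 in it, so its 75th percentile lay close to the lowest of these values. The lowest value above 0 reached 61 in VV, the upper quartile itself. Without this library the sign still differed between the scalings, so the sign of the median shift of VV stays open.

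The window on chromosome 4 from 95006769 to 95093877 (UMD3.1.1) holds the MEST promoter listed by the paper from 95065962 to 95067062. Its methylation was 73.1% ± 27.8 (SD) over 17 IVM oocytes and 52.5% ± 34.3 (SD) over 12 IVO oocytes. The difference was smaller than either SD. The window is 87109 bp long, so this is not a value of the imprinted region of Fig. 3J.

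Supplementary Table 1 lists 9866 expressed genes for a library of 2 reads and 9839 for a library of 54 reads. Its column of expressed genes ranged only from 9294 to 9866 over 88 libraries, and no library of 2 reads can hold that number of expressed genes, so the column was not used.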
